# Brain region-dependent gene networks associated with selective breeding for increased voluntary wheel-running behavior

**DOI:** 10.1371/journal.pone.0201773

**Published:** 2018-08-02

**Authors:** Pan Zhang, Justin S. Rhodes, Theodore Garland, Sam D. Perez, Bruce R. Southey, Sandra L. Rodriguez-Zas

## Abstract

Mouse lines selectively bred for high voluntary wheel-running behavior are helpful models for uncovering gene networks associated with increased motivation for physical activity and other reward-dependent behaviors. The fact that multiple brain regions are hypothesized to contribute to distinct behavior components necessitates the simultaneous study of these regions. The goals of this study were to identify brain-region dependent and independent gene expression patterns, regulators, and networks associated with increased voluntary wheel-running behavior. The cerebellum and striatum from a high voluntary running line and a non-selected control line were compared. Neuropeptide genes annotated to reward-dependent processes including neuropeptide S receptor 1 (Npsr1), neuropeptide Y (Npy), and proprotein convertase subtilisin/kexin type 9 (Pcsk9), and genes implicated in motor coordination including vitamin D receptor (Vdr) and keratin, type I cytoskeletal 25 (Krt25) were among the genes exhibiting activity line-by-region interaction effects. Genes annotated to the Parkinson pathway presented consistent line patterns, albeit at different orders of magnitude between brain regions, suggesting some parallel events in response to selection for high voluntary activity. The comparison of gene networks between brain regions highlighted genes including transcription factor AP-2-delta (Tfap2d), distal-less homeobox 5 gene (Dlx5) and sine oculis homeobox homolog 3 (Six3) that exhibited line differential expression in one brain region and are associated with reward-dependent behaviors. Transcription factors including En2, Stat6 and Eomes predominated among regulators of genes that differed in expression between lines. Results from the simultaneous study of striatum and cerebellum confirm the necessity to study molecular mechanisms associated with voluntary activity and reward-dependent behaviors in consideration of brain region dependencies.

## Introduction

Reward-dependent behaviors have been linked to learning, memory, and neurological disease processes [1]. High levels of voluntary exercise can be considered a behavior that is dependent on a physical activity reward, and this behavior is also dependent on locomotor control processes [2, 3]. A model based on healthy human subjects proposes that the cortico-striatal and cortico-cerebellar systems contribute differentially to motor sequence learning and motor adaptation, respectively [4].

Mouse lines selectively bred for high voluntary wheel-running behavior have been a helpful model for uncovering the neurological basis of motor learning and adaptation, increased motivation of physical activity, and reward-dependent behaviors [2, 5, 6]. Significant behavioral and physiological differences can be identified between lines selected for high voluntary running and non-selected control lines [2, 3]. For example, differences between high running and control lines in the concentration of monoamines in the substantia nigra pars compacta and dorsolateral striatum, and in the expression of genes coding for chromatin regulators of monoamine receptor in the striatum have been reported [7]. Consistent with the expected association with reward-dependent pathways, we reported differential expression between the striatum of the high running and control lines of genes coding for members of the dopamine signaling pathway, including the neurotransmitters glutamate and GABA and the neuromodulator serotonin [6]. A different set of genes associated with locomotor control, reward-dependent behaviors and dopamine processes, including dopamine receptor D1 and muscarinic acetylcholine receptor M1 were differentially expressed between the cerebellum of the high running and control lines [8]. A more complete understanding of the complementary role of the striatum and cerebellum on the motivation to exercise in particular, and for reward-dependent behaviors in general necessitates the simultaneous analysis of transcriptome between high running and control lines across brain regions.

The goals of this study were: 1) to identify brain-region dependent and independent gene expression patterns and pathways between the high voluntary running and control mouse lines; 2) to integrate information on gene relationships and differential expression between these lines and characterize distinct gene networks between brain regions; and 3) to investigate brain-region dependent and independent differences between the lines in transcription factor regulation. This study advances our understanding regarding the gene networks associated with motivation to exercise that are unique to a brain region or common across brain regions. Understanding the molecular underlining of high voluntary physical activity advances the knowledge on the molecular mechanisms associated with reward dependent and addictive behaviors.

## Materials and methods

### Animal experiments, sampling and sequencing

The experimental procedures were approved by the UCR Institutional Animal Care and Use Committee and were in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. The cerebellum (Ce) and striatum (St) from 7-week old male mice corresponding to a line selected for high voluntary wheel running (designation line 7) and a control line (designation line 1) were studied. The studied mice were derived from generation 66 of a replicated selective breeding experiment for increased voluntary wheel running behavior on the Hsd:ICR strain [9–11]. Wheel revolutions were recorded in 1-minute intervals, continuously for 6 days and mice were selected within-family for the number of revolutions run on days 5 and 6. In the selected line, the highest running male and female within 10 individual families were selected per generation and each mice was mated to a mice from another family. Mating decisions minimized inbreeding such that the effective population size is approximately 35 [12]. In the control line, one female and one male within each family were selected at random and full sib mating were also prevented [9]. The mice in this study were neither full nor half-sibs. A comparison of the additive genetic variance of 6 locomotor behavior traits between high running and control lines indicated that, albeit the selected line having one third of the variance than the control line, these variances remained fairly constant across 30 generations [13]. By generation 61, mice from four selected lines ran on average approximately 3.3 fold more per day relative to the four control lines [9]. The Ce and St from mice representing the high voluntary running line (Hi) and from the control line (Co) were studied in a 2-by-2 factorial design.

At 35 days old (±5 days) the Hi and Co mice were housed in individual cages with free access to a running wheel and were kept on a 12-hour light/dark cycle with lights on at 0000 h and off at 1200 h for 6 days. Complementary locomotor behavior indicators were measured during the 6 days of the trial including: a) number of wheel revolutions within non-overlapping 30 minute intervals between 150 minutes and up to when the mouse was removed from the cage for dissection; b) maximum number of revolutions per minute in the previously described intervals; c) average number of revolutions per minute in the previously described intervals; and d) average number of revolutions per minute of activity in days 1 to 6.

On day 7 during a period of typical activity, starting at 1300 h and ending at 1700 h (1–4 h after the lights were shut off), mice were removed from their cages with access to running wheel and euthanized by immediate decapitation. Relative to the temporary access to wheel running prior to sampling that all mice in the experiment experienced, the results from the transcriptome comparison between Hi and Co mice are expected to be dominated by the long-term effect of the 66 generations of selection. This expectation is based on a study that compared mice selected for high wheel running versus control and concluded that selection may have affected the motivational system resulting in lower reinforcing value of short running periods on the first group [14].

Brains were extracted, placed on an iced aluminum platform and the entire Ce and St were dissected, immediately transferred to a centrifuge tube and stored at −80°C [15, 16]. Individual brain region samples were homogenized with an RNase-free disposable pellet pestle (Fisher); RNeasy® Lipid Tissue Mini Kit (Qiagen, Valencia, CA) was used for RNA extraction; and DNase I (Qiagen, Valencia, CA) was used to purify the isolated RNA. Qubit® 2.0 (Life Technologies, Carlsbad, CA) was used to assess total RNA yield. The integrity of isolated RNA was measured by the 28S/18S rRNA analysis using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara CA) and the integrity of the isolated RNA was measured using the Agilent 2100 Bioanalyzer with RNA Pico chip (Agilent Technologies, Palo Alto, CA). The 16 individual samples were evaluated for RNA Integrity Numbers (RIN). Samples were sequenced with the Illumina HiSeq 2000 system (Illumina, San Diego, CA, USA) and 100nt-long paired-end reads from individual mouse and brain regions were generated. The RNA-seq data files are available in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) database (accession identifier GSE114062).

### Differential expression analysis

The analysis compared the transcriptome profiles from 4 groups defined by the brain region followed by the activity line: StHi, StCo, CeHi, and CeCo. These groups encompassed a total of 16 individual mouse samples; half of the samples corresponded of the Hi and the rest to the Co line. Within line; half of the samples corresponded to the St and the rest to the Ce brain region. Quality control of the sequence reads included a minimum average Phred score of 30 across all positions using FastQC [8, 17]. The reads were mapped to the genome assembly *Mus musculus* NCBI GRCm38 using Tophat2 v2.1.1 [18]. The Cuffnorm v2.2.1 routine within the Cufflinks software was used to normalize the gene counts for library size and filter genes inadequately detected across samples [19]. Genes represented in 3 or more sample by one or more read count per million were further studied. The Trimmed Mean of M-values normalized values of 15,213 genes were analyzed for differential expression between activity lines and brain regions. One StHi sample was removed from subsequent testing based on principal component analysis of all genes profiled that suggested deviations from all other samples in the same line-region group.

A linear model including the main effects of activity line, brain region, and the interaction between these effects was used to describe the gene expression patterns. A preliminary analysis of the locomotor measurements indicated that the variation between lines was substantially higher than the variation within lines and thus no additional covariate was included in the model. The analysis was implemented in the edgeR Bioconductor package, v. 3.14.0 within the R v. 3.3.1 software environment [20, 21]. A robust common gene variance was specified using the tag-wise dispersion option to curtail potential false positive results. The quasi-likelihood F-test was used to test for differential expression and the P-values were adjusted for multiple testing using the false discovery rate (FDR) method [22]. Among the possible interaction contrasts, patterns of particular interest were distinct differential gene expression between activity lines within each brain region (StHi–StCo and CeHi–CeCo). These 2 contrasts and StHi-CeHi constitute 3 orthogonal contrasts that can completely characterize the interaction. These results were complemented with a study of the main effect of line by contrasting the gene expression levels between lines (Hi–Co) across brain regions. Likewise, the main effect of brain region was characterized by contrasting the gene expression levels between brain regions (St–Ce).

### Functional, interacting, and regulatory network analyses

Complementary enrichment analyses were used to obtain a comprehensive understanding of the functional categories over-represented among the differentially expressed genes. The categories studied included Gene Ontology (GO) molecular function (MF) and biological process (BP) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways [15, 23]. Gene Set Enrichment Analysis (GSEA) considered the expression profiles of all genes analyzed [24]. Genes were ranked based on the signed and standardized logarithm-transformed fold change in the StHi–StCo, CeHi–CeCo, contrasts. The statistical significance of the enrichment was assessed based on P-value from 1,000 permutations and adjusted using FDR. Categories including at least 5 genes were considered. Functional enrichment among genes exhibiting a significant interaction effect and among genes solely exhibiting a significant line effect was performed using the Database for Analysis, Validation, and Integrated Discovery system (DAVID) [25]. EASE scores (modified Fisher Exact) were used to assess the statistical significance of the enrichment of the individual categories [8, 26]. Functional categories including genes in common were clustered and the statistical significance of these functional clusters is represented by the enrichment score (ES) that is the geometric mean of the EASE scores of the categories in the cluster [15, 26]. Further analysis of the enrichment of categories from the Mouse Genome Informatics (MGI) mammalian phenotype database of using Fisher exact test were implemented using the software Enrichr [27].

Gene networks were reconstructed using the BisoGenet package [28] within the Cytoscape environment [29] for the 3 orthogonal contrasts. The edges of the networks depict molecular relationships annotated in the BIOGRID, HPRD, DIP, BIND, INTACT, and MINT databases [30–35] and integrated in the BisoGenet SysBiomics repository. The network framework includes genes that exhibited differential expression in at least one of the 2 orthogonal contrasts between lines (CeCo-CeHi or StCo-StHi) at log2(line fold change) > |1| and P-value < 0.05. This specification ensured adequate connectivity between genes and overlap between brain regions and enabled direct network comparison. The network framework genes are identified by nodes with size representing the fold change magnitude. The remaining network genes connect the framework genes in at least one of the interactome databases but missed the differential expression thresholds used for the framework genes. The comparison of these networks enabled the detection of shared and distinct co-regulation pattern between lines and brain regions.

The study of transcription factor representation among the target genes exhibiting interaction or activity line effects offered further insights into brain region dependent and independent differences in gene regulation. The iRegulon plugin in Cytoscape was used to detect transcription factors, binding motifs, and their optimal sets of direct targets among the differentially expressed genes [29, 36]. Transcription factors that can regulate differentially expressed target genes were identified using the motif position weight matrix [36] and their prevalence was assessed using the normalized enrichment score (NES). Using the iRegulon default parameters, motif sensitivity and specificity was ascribed for minimum receiver operator curve estimation of the area under the curve threshold equal to 0.03 and motif similarity was deemed significant at FDR P-value < 0.001 [36]. Transcription factors supported by > 15% of input genes and that surpassed the default iRegulon NES = 3 cutoff [36] and are discussed.

## Results and discussion

### Locomotor and sequencing statistics

The Se and Co groups were significantly distinct on several locomotor behavior indicators. The Se mice run between 4.4 and 5.5 fold more wheel revolutions during a 30 minute interval (0.0001 < P-value < 0.004) between 150 minutes and before the mouse was removed from the cage for dissection. The Se mice reached between 2.3 and 3.6 fold higher maximum number of revolutions per minute (0.00002 < P-value < 0.002) during the same intervals. The Se mice attained between 3.0 and 4.3 fold higher average number of revolutions per minute (0.0002 < P-value < 0.001) during the same intervals The Se mice attained between 2.7 and 3.4 fold higher average number of revolutions per minute of activity per day (0.01 < P-value < 0.000001) between days 1 and 6 before dissection. These comparisons offer evidence that mice from the Se line ran more and faster than mice from the Co line and that the variation of locomotor indicators between lines is substantially higher than the variation within line.

The number of reads and quality scores along the reads were concordant across samples. The average RIN was consistent across line-brain region groups and ranged from 8.8 to 9.1. The average number of reads per sample was 114,142,993. The average quality score Phred across read positions and samples was 30 indicating a 99.9% base call accuracy and thus reads were not trimmed. The percentage of reads mapped to the mouse genome was consistent across samples and was approximately 92% corresponding to an average of 104,394,396.3 total reads mapped per sample. The normalized values of 15,213 genes were analyzed.

### Voluntary activity line-by-brain region interaction effects on the transcriptome

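RNA was sequenced from the entire cerebellum (Ce) and striatum (St) of mice of a line selected for high voluntary wheel running (Hi) and of a control line (Co), and all mice had access to running wheels before dissection. The samples were 4 CeCo, 4 CeHi, 4 StCo and 3 StHi, because the authors removed 1 StHi sample after a principal component analysis. Paired-end reads of 100 bases were aligned by the authors to the mouse genome build GRCm38. The deposited values are fragment counts per gene that Cuffnorm divided by a library-size factor per sample, and they were not divided by gene length. In each sample between 99.2% and 99.4% of the low values were whole multiples of a common step, the value of 1 fragment, which was 0.841 to 1.30 normalized counts. Divided by this step, the values gave 32909389 to 47485530 fragments per sample, with medians of 44479518.5 in CeCo, 39994879 in CeHi, 41349425 in StCo and 36117538 in StHi. A group with at most 3 fragments for a gene in every sample is described as at the detection floor, which covers counting error only. Of 26628 genes, the 15213 with a CPM (normalized counts scaled to 1000000 per sample) of at least 1 in 3 or more samples were tested. Values were scaled with trimmed mean of M-values factors, which lay between 0.993 and 1.01, and transformed as log2 of the normalized count plus 1. A model of the 4 group means was fitted with limma, and P-values were adjusted with the Benjamini-Hochberg false discovery rate (FDR). Line log2 fold changes are Co minus Hi, so that positive values are higher in Co, and the interaction is the CeCo-CeHi difference minus the StCo-StHi difference. Group means are given with the SD over samples and log2 fold changes with the standard error of the model. Gene positions are those of GRCm38. The first principal component held 88.7% of the variance and parted the regions, and the second held 3.85% and parted the lines in both regions. The correlation of log2 values between samples was 0.986 to 0.995 within a group and 0.980 to 0.988 between the lines of a region.

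**Figure D1:**
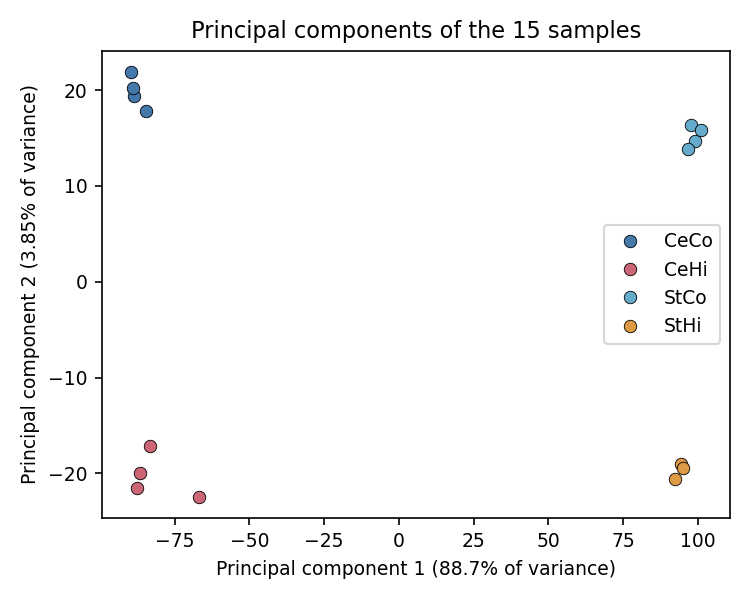
The first and the second principal component (percent of the variance) of the log2 normalized counts of 15213 genes are plotted for the 15 samples, each point being a sample coloured by group. The second component, with 3.85% of the variance, lies above 0 for every Co sample and below 0 for every Hi sample.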

An innovative comparison of the transcriptome between a line selected for high voluntary physical activity and a control line simultaneously in two brain regions is presented. Table 1 lists the genes that exhibited the most significant line-by-region interaction effects (FDR-adjusted P-value < 0.01, minimum log2 (fold change between lines) > |1.25|). 

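An unadjusted interaction P-value under 0.005 was found for 352 of the 15213 genes tested, and one under 0.05 for 1454 genes. The FDR-adjusted P-value was under 0.01 for 26 genes, and 15 of these also had a line log2 fold change over 1.25 in size in at least 1 region.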

The extended list of 334 genes that exhibited interaction effect (P-value < 0.005) is presented in Table A in S1 File. Among these, 86 genes exhibited a significant interaction effect (FDR-adjusted P-value < 0.05) and the vast majority of these (76 genes) reached the same significance level in at least one line contrast within brain region (StCo-StHi and CeCo-CeHi).

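In the fit of all samples, 81 genes had an interaction at an FDR-adjusted P-value under 0.05, 42 with a positive and 39 with a negative log2 value. The line effect reached the same level in at least 1 region for 79 of these genes, in the Ce only for 51, in the St only for 18 and in both regions for 10. The line log2 fold changes of 50 of the 81 genes had opposite signs in the regions. The number of interaction genes moved most with sample quality weights in the model, which gave 182 genes, 79 of them among the 81. Residuals of CeCo and StCo samples with the same replicate number were correlated across genes (mean 0.235, 0.188 to 0.299 over 4 pairs), whereas those of CeHi and StHi samples were not (mean -0.00375 over 3 pairs). Adding the replicate number to the model as a block gave 73 genes, and a block within line gave 82.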

**Table 1:** Genes exhibiting significant (FDR-adjusted P-value < 0.01, minimum log2 (line fold change) > |1.25|) activity line-by-brain region interaction.

Gene		Log2(Line Fold Change)^1^		Line-by-region Interaction	
Symbol	Name	CeCo-CeHi	StCo-StHi	P-value	FDR P-value
Krt25	keratin, type I cytoskeletal 25 isoform X2	-1.98	3.02	1.5E-09	2.3E-05
Lamc2	laminin subunit gamma-2 isoform X2	1.57	-0.59	7.7E-09	5.9E-05
Fam124a	protein FAM124A isoform X1	-1.35	0.03	1.4E-08	7.1E-05
Npsr1	neuropeptide S receptor isoform X2	-6.47	-0.56	4.9E-08	1.9E-04
Myo18b	unconventional myosin-XVIIIb isoform X1	1.40	-1.02	1.4E-07	3.5E-04
Vdr	vitamin D3 receptor	-3.37	-0.39	2.0E-07	4.4E-04
Rab37	ras-related protein Rab-37 isoform 1	0.23	1.61	3.4E-07	6.5E-04
Necab1	N-terminal EF-hand calcium-binding protein 1	-2.69	-0.32	4.2E-07	7.1E-04
Pcsk9	proprotein convertase subtilisin/kexin type 9 precursor	3.21	0.54	1.2E-06	1.8E-03
Tifa	TRAF-interacting protein with FHA domain-containing protein A isoform X1	-1.58	-0.30	6.7E-06	6.0E-03
Creb3l1	cyclic AMP-responsive element-binding protein 3-like protein 1	1.40	0.20	1.0E-05	7.6E-03
Col5a2	collagen alpha-2(V) chain preproprotein	-0.26	1.31	1.2E-05	8.2E-03
En2	homeobox protein engrailed-2	-0.31	1.54	1.3E-05	8.4E-03
Cd300lf	CMRF35-like molecule 1 isoform X3	-1.12	-4.23	1.8E-05	1.1E-02
Npy	pro-neuropeptide Y preproprotein	1.28	-0.11	1.9E-05	1.1E-02

^1^ CeCo-CeHi: cerebellum control versus selected high running line; StCo-StHi: striatum control versus selected high running line.

Further study of the interaction enabled the characterization of the differential expression between activity lines within region among the genes that exhibited a significant interaction effect. Overall, 154 genes exhibited line effect [log2(line fold change > |1|] in each brain region, a difference between regions in the log2(line fold change) > |1|, and interaction effect (P-value < 0.05). 

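With a line log2 fold change over 1 in size required in at least 1 region, 103 genes had a difference between regions over 1 and an unadjusted interaction P-value under 0.05. The line effect was over 1 in the Ce for 61 of them, in the St for 60 and in both regions for 18. The filter on low values moved this number most, to 403 genes without a filter.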

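The line effect of 80 of the 103 genes passed an FDR-adjusted P-value of 0.05 in at least 1 region. It passed in the Ce only for 37 genes, in the St only for 27 and in both regions for 16. An unadjusted line P-value under 0.05 in at least 1 region was found for 101 of the genes.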

Among the 154 genes that exhibited an interaction effect, the majority (107 genes) exhibited differential expression between lines in either or both brain regions (Figure A in S1 File). Furthermore, the Spearman correlation of the log2(line fold change) between both regions based on the 154 genes was -0.034 further confirming that the brain regions studied exhibit distinct associations between gene expression and high voluntary wheel-running behavior.

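Across the 103 genes, which are not independent replicates, the Spearman correlation of the line log2 fold change between Ce and St was 0.303 and the Pearson correlation was 0.634. Leaving out each sample in turn gave a standard error of 0.142 for the Spearman value. The genes were selected for a line difference between regions over 1, which shapes the correlation, so that 0 is no reference for it. Across all 15213 genes tested the Spearman correlation was 0.327. Over the 403 genes of the unfiltered set it was 0.00163, and with a filter of 0.1 normalized counts in 3 samples, the filter first set and kept as an alternative after seeing the data, it was -0.0122.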

The expression of various neuropeptide prohormones and related receptor genes exhibited significant line-by-region interaction (Table 1). The over-expression of neuropeptide S receptor 1 (Npsr1) in the Hi relative to Co line in both brain regions, albeit different levels of magnitude, is in line with reports that Neuropeptide S (NPS) and its receptor system have been associated with arousal, anxiolysis, control of fear expression [37], drug addiction, stress [38] and addictive behaviors [39] in human and mouse models. 

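Npsr1 lies on chromosome 9 from 24097912 to 24317590. Its normalized count was 104 ± 18.0 (SD, n = 4) in CeCo and 1.05 ± 2.10 (n = 4) in CeHi, where 3 samples were at 0 and replicate 3 was at 4.21. In the St it was 129 ± 30.4 (n = 4) in Co and 87.9 ± 17.3 (n = 3) in Hi. Between the lines, the log2 fold change was 6.11 in the Ce (standard error 0.42, adjusted P-value 8.9e-08) and 0.55 in the St (standard error 0.45, adjusted P-value 0.68). The St difference did not pass, although the StCo samples (102 to 170) lay above the StHi samples (68.0 to 98.6). The interaction log2 value was 5.56 (standard error 0.62, adjusted P-value 0.00038). With a pseudocount of 0.01 it was 10.60 and did not pass (adjusted P-value 0.0573).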

Consistent with the under-expression of Npsr1 in Co relative to Hi observed in this study, mice deficient for Npsr1 did not exhibit NPS-induced hyperlocomotion nor abnormal response to stress [40].

Neuropeptide Y (Npy) was also under-expressed in the Ce of Hi relative to Co mice (Table 1). This neuropeptide modulates reward-dependent and anxiety behaviors. 

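Npy, on chromosome 6 from 49822710 to 49829507, had a normalized count of 166 ± 23.6 (SD, n = 4) in CeCo and 405 ± 114 (n = 4) in CeHi, with no overlap between the groups. The log2 fold change of CeCo-CeHi was -1.25 (standard error 0.16, adjusted P-value 0.00017). Counts in the St were 3507 ± 499 (n = 4) in Co and 3245 ± 244 (n = 3) in Hi, a log2 fold change of 0.10 (standard error 0.17, adjusted P-value 0.88). The adjusted P-value of the interaction was 0.017.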

The pattern of Npy gene expression recorded in this study is consistent with reports that decreased concentrations of NPY are implicated in alcohol drinking behaviors and anxiety [41]. Related to neuropeptide production, the proprotein convertase subtilisin/kexin type 9 (Pcsk9) can cleave preprohormones into neuropeptides and biologically active peptides, and in the present study this gene was substantially under-expressed in the Ce of Hi relative to Co line and the same pattern albeit at lower magnitude was observed in the St. In agreement with the over-expression of Pcsk9 in Co relative to Hi mice observed in this study, Pcsk9 was over-expressed in the prefrontal cortex of mice selected for low stress reaction (measured by magnitude of swim stress-induced analgesia) relative to control mice [42].

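Vdr (chromosome 15, 97854427 to 97908296) had a normalized count of 109 ± 17.7 (SD, n = 4) in CeCo and 10.5 ± 3.07 (n = 4) in CeHi, and of 40.4 ± 7.61 (n = 4) in StCo and 30.8 ± 5.16 (n = 3) in StHi. Its line log2 fold change was 3.30 in the Ce (standard error 0.23, adjusted P-value 7.2e-08) and 0.37 in the St (standard error 0.25, adjusted P-value 0.58). Necab1 (chromosome 4, 14952245 to 15149804), of which 6.96% of the 50-base windows occur in another gene, had 1663 ± 279 in CeCo and 257 ± 108 in CeHi, a log2 fold change of 2.76 (standard error 0.22, adjusted P-value 5.6e-06). In the St its counts were 9090 ± 1368 in Co and 7300 ± 711 in Hi, a log2 fold change of 0.31 (standard error 0.24, adjusted P-value 0.66). The interaction passed for Vdr (adjusted P-value 0.00038) and for Necab1 (0.0048), and neither St difference passed, although each exceeded the SD of both groups.

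**Figure D2:**
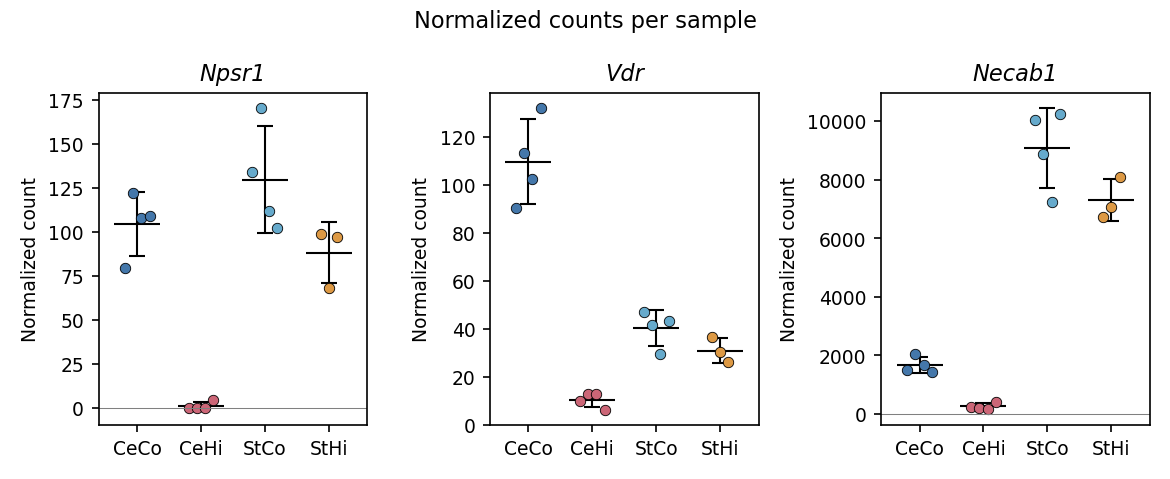
Normalized counts per sample (points) of Npsr1, Vdr and Necab1 in CeCo, CeHi, StCo and StHi, with the mean (line) and SD (bars) of each group. The CeHi samples of Npsr1, Vdr and Necab1 lie below all CeCo samples, with Npsr1 between 0 and 4.21 in CeHi.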

In our study, vitamin D receptor (Vdr) and N-terminal EF-hand calcium-binding protein 1 (Necab1) showed the same interaction pattern as Npsr1, with over-expression in the Ce of Hi relative to Co mice and to lesser extent in the St (Table 1). Reports of the association between these genes, locomotor regulation, and reward-dependent behaviors support our findings. Vitamin D interacts with the metabolites of several neuropeptides, including oxytocin [43], vasoactive intestinal peptide, and pituitary adenylate cyclase-activating polypeptide [44] that are associated with addiction, reward-dependent, and locomotor behaviors [45]. In agreement with the observed over-expression of Vdr in Hi mice, Vdr-deficient mice have motor impairments that interfere with their ability to float and with post-swimming activity [46]. Necab1 is a candidate marker for commissural interneurons involved in coordinating left/right locomotion and expression in the mouse dorsal root ganglia [47, 48]. Also, the Necab1/2 system serves as a molecular marker for neuron populations of mechanosensory and pain circuits in the spinal cord [48].

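Cd300lf lies on chromosome 11 from 115116214 to 115135372 and overlaps Rab37. Its normalized count was 60.3 ± 6.11 (SD, n = 4) in StCo and 3.09 ± 3.21 (n = 3) in StHi, a log2 fold change of 4.17 (standard error 0.37, adjusted P-value 2.2e-06). In the Ce it was 30.9 ± 4.34 (n = 4) in Co and 14.1 ± 3.85 (n = 4) in Hi, a log2 fold change of 1.10 (standard error 0.34, adjusted P-value 0.071), and every CeCo sample lay above every CeHi sample. The difference between regions was -3.07 on the log2 scale (adjusted P-value 0.0084).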

Similar to Vdr and Necab1, CD300 molecule like family member F (Cd300lf) was highly over-expressed in the St of Hi relative to Co mice and presented a similar yet four-fold lower differential expression in the Ce (Table 1). This pattern is in agreement with the reported over-expression of Cd3001f in the St of mice that self-administered oxycodone (a highly addictive opioid narcotic) relative to saline controls [49].

Genes associated with reward-dependent behaviors and locomotor control were among those exhibiting highly significant interaction effects and opposite line patterns between the two brain regions (Table 1). Keratin, type I cytoskeletal 25 (Krt25) was over-expressed in Hi relative to Co mice in the Ce and under-expressed in the St. Krt25 was identified as a hub gene in a network of genes associated with Rotarod and Beam Transversal tasks used to assess motor coordination in mice [50], supporting the observed over-expression in the Ce of Hi relative to Co. 

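The normalized count of Krt25 (chromosome 11, 99315516 to 99322951) was 216 ± 28.0 (SD, n = 4) in CeCo and 54.6 ± 16.5 (n = 4) in CeHi. In the St it was 6.26 ± 3.69 (n = 4) in Co and 51.7 ± 5.65 (n = 3) in Hi. The line log2 fold change was 2.01 in the Ce (standard error 0.30, adjusted P-value 0.00046) and -2.99 in the St (standard error 0.33, adjusted P-value 2.3e-05). Both differences were larger than the spread between samples, and the interaction log2 value was 5.00 (standard error 0.45, adjusted P-value 3.2e-05). Gm32502 overlaps the gene, and 10.9% of its 50-base windows occur in another gene.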

Reciprocally, homeobox-containing transcription factor engrailed 2 (En2), laminin subunit gamma-2 (Lamc2), and myosin XVIIIb (Myo18b) were all under-expressed in Hi relative to Co mice in the Ce while over-expressed in the St. In agreement with the profiles detected in this study, En2 knockout mice exhibited deficits in specific motor, spatial learning and memory tasks, and altered social behavior including decreased play, reduced social sniffing and allogrooming, and less aggressive behavior [51]. 

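Myo18b (chromosome 5, 112688876 to 112896461) had a normalized count of 15.4 ± 2.26 (SD, n = 4) in CeCo and 40.8 ± 8.85 (n = 4) in CeHi, a log2 fold change of -1.34 (adjusted P-value 0.00020), and of 127 ± 10.9 (n = 4) in StCo and 62.5 ± 9.76 (n = 3) in StHi, a log2 fold change of 1.01 (adjusted P-value 0.0085). En2 (chromosome 5, 28165696 to 28172190) had 9227 ± 462 in CeCo and 7455 ± 513 in CeHi, a log2 fold change of 0.31 (adjusted P-value 0.54). In the St, where it was far lower, En2 had 42.7 ± 8.69 in Co and 124.3 ± 56.4 in Hi, a log2 fold change of -1.41 (adjusted P-value 0.0098). The interaction log2 value was -2.35 for Myo18b (adjusted P-value 0.00038) and 1.72 for En2 (0.056). With sample quality weights the En2 interaction passed (adjusted P-value 0.0059).

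**Figure D3:**
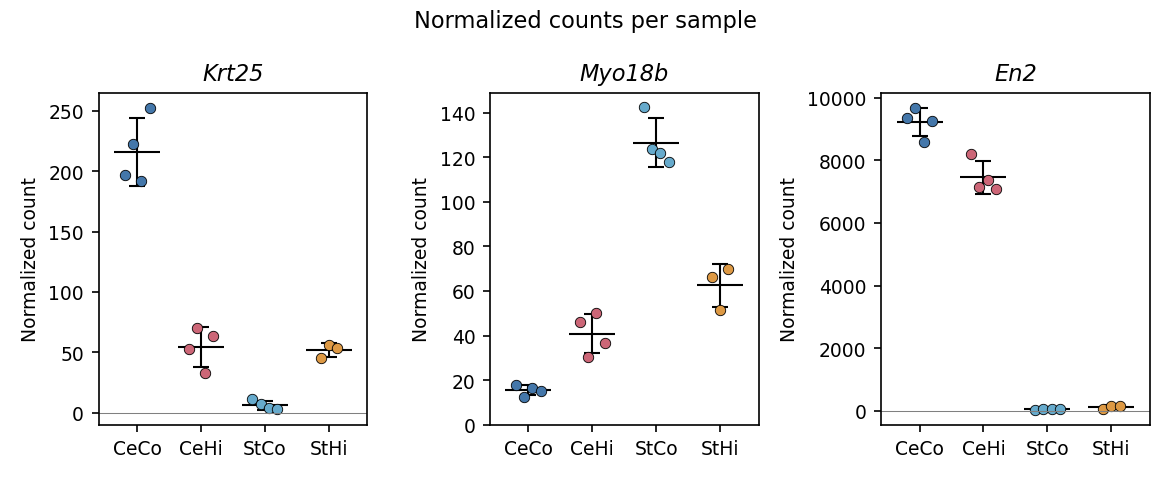
Normalized counts per sample (points) of Krt25, Myo18b and En2 in CeCo, CeHi, StCo and StHi, with the mean (line) and SD (bars) of each group. For Krt25, Myo18b and En2 the order of the Co and Hi means in the Ce is the reverse of that in the St, with Myo18b at 15.4 and 40.8 in the Ce and 127 and 62.5 in the St.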

Conforming to our results, Lamc2 was under-expressed in acute nicotine exposure conditions [52] and Myo18b was under-expressed in the midbrain ventral tegmental area that projects to the striatum of rats that self-administered methamphetamine relative to control.

The identification of genes exhibiting significant line-by-brain region interaction effects supports our premise that molecular mechanisms in the Ce and St can have complementary and distinct associations during high voluntary wheel-running behavior. This finding illustrates the additional insights into the molecular basis of the reward-dependent and addictive behaviors offered by the transcriptome comparison of high voluntary physical activity and control mouse lines. Moreover, the annotation of numerous genes exhibiting significant activity-by-region interaction effects to reward-dependent and locomotor control processes endorses the significance of the model and brain regions studied to understand mechanisms associated with addiction-related behaviors.

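Over all genes tested, the line effect passed an FDR-adjusted P-value of 0.05 for 903 genes in the Ce, 455 higher in Co and 448 higher in Hi, and for 405 genes in the St, 178 higher in Co and 227 higher in Hi. It passed in both regions for 207 genes, 204 of them with the same sign, in the Ce only for 696 genes and in the St only for 198. Passing in a single region does not show a difference between the regions, which was tested by the interaction. Across the 15213 genes, which are not independent replicates, the Pearson correlation of the line log2 fold change between regions was 0.601. From the genes with an interaction, the paper reasons that the molecular mechanisms of Ce and St can have both complementary and distinct associations with high voluntary wheel running.

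**Figure D4:**
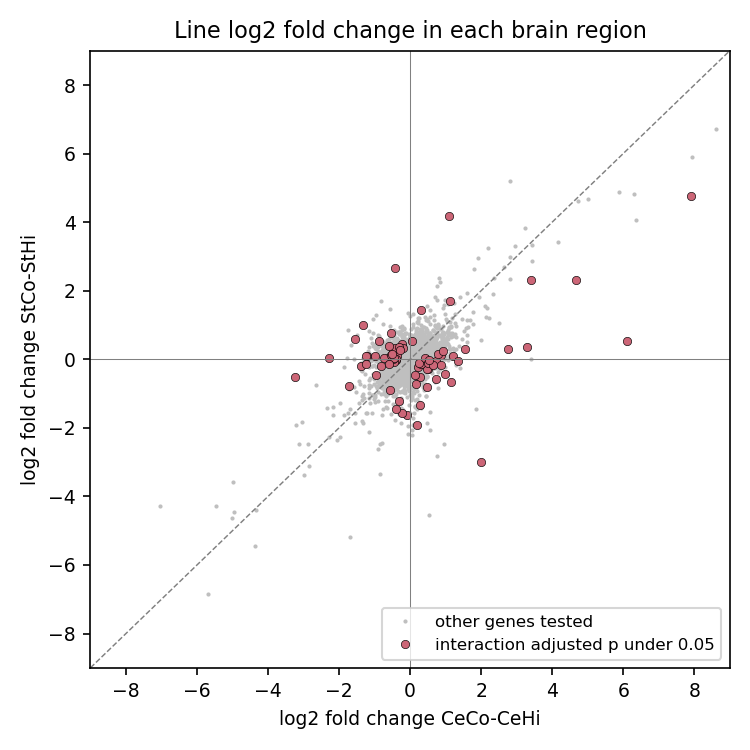
The line log2 fold change (Co minus Hi) in the St is plotted against that in the Ce for each gene tested, with the 81 genes that have an interaction at FDR under 0.05 coloured and equal values marked by the dashed line. Of the coloured genes, 50 have opposite signs in the 2 regions.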

### Functional analysis of voluntary activity line-by-region interaction effects

The molecular mechanisms that could be impacted by selection for high wheel running on a brain-region dependent manner were detected by functional analysis of the genes exhibiting an interaction effect. Table 2 lists several clusters of enriched (ES > 1.4) GO BP, MF, and KEGG functional categories (> 5 genes exhibiting significant interaction effect and P-value < 0.0001) obtained from the DAVID analysis. A more complete list of clusters (ES > 1.5) is available in Table B in S1 File. The enrichment of the BP nervous system development (GO:0007399) is consistent with reports of similar functional enrichment in the striatum of spontaneously hypertensive rats (SHi) that exhibit hyperactivity behaviors [53, 54], given that lines of mice selected for high wheel running are also hyperactive in home cages when housed without wheels [55]. The over-representation of this category was also observed among genes differentially expressed in the striatum in response to acute morphine [56]. The enrichment of neurogenesis (GO:0022008) is in agreement with reports that running and exercise were able to increase adult neurogenesis in the dorsal dentate gyrus and hippocampus [57, 58]. These categories are consistent with the suggestion that long-term exercise induces plastic changes in the central nervous system, some of which may improve cognition [59].

**Table 2:** Clusters of informative Gene Ontology molecular functions (MF), biological processes (BP), and KEGG pathway categories including at least 5 genes exhibiting an interaction effect and enriched (FDR-adjusted P-value < 0.1) from the DAVID analysis.

Cluster ES /Category	GO Identifier	Name	Count	P-value	FDR P-value
**ES: 2.7**					
BP	GO:0007399	nervous system development	37	1.9E-05	5.0E-02
BP	GO:0022008	neurogenesis	29	5.9E-05	5.3E-02
BP	GO:0007420	brain development	18	7.2E-05	4.8E-02
BP	GO:0031175	neuron projection development	18	8.6E-04	1.3E-01
**ES: 2.1**					
BP	GO:0021695	cerebellar cortex development	5	1.3E-03	1.5E-01
BP	GO:0021587	cerebellum morphogenesis	4	7.0E-03	3.4E-01
BP	GO:0021575	hindbrain morphogenesis	4	8.7E-03	3.7E-01
**ES: 2.0**		** **	** **	** **	** **
BP	GO:0007610	behavior	17	1.1E-04	4.3E-02
BP	GO:0044708	single-organism behavior	11	5.3E-03	3.0E-01
BP	GO:0008344	adult locomotory behavior	5	9.6E-03	3.7E-01
**ES: 2.0**		** **	** **	** **	** **
BP	GO:0007155	cell adhesion	25	1.2E-03	1.5E-01
**ES: 1.5**		** **	** **	** **	** **
BP	GO:0071495	cellular response to endogenous stimulus	22	3.7E-04	8.0E-02
BP	GO:0032870	cellular response to hormone stimulus	12	3.9E-03	2.6E-01
BP	GO:1901653	cellular response to peptide	8	5.3E-03	3.0E-01
**ES: 1.5**		** **	** **	** **	** **
BP	GO:0021953	central nervous system neuron differentiation	7	6.0E-03	3.1E-01
BP	GO:0030900	forebrain development	8	4.4E-02	6.4E-01

The over-representation of cell adhesion (GO:0007155) among the genes exhibiting a significant interaction effect is in agreement with the apparently addictive properties of high voluntary wheel running and is brain-region dependent [60]. Cell adhesion plays a central role in neuronal connectivity and communication, synapse adhesion, and signal transduction, thus providing the fundamental bases for learning, memory, and addiction [61, 62]. The enrichment of BP cerebellum morphogenesis (GO:0021587) and cerebellar cortex development (GO: GO:0021695) is in agreement with its functions in motor control, and in cognitive and motivational processes [8, 63, 64]. The enrichment of the locomotory behavior category (GO:0008344) is consistent with the high voluntary activity line studied, with the role of the cerebellum in locomotor control [65], and is supported by the genes associated with locomotor control that exhibited significant interaction effect. Likewise, the enrichment of the response to hormone and peptide categories (e.g.) is in agreement with reports that wheel-running stimulates endogenous opioids [66, 67] and the anxiolytic effects of voluntary exercise [68]. This finding is supported by the neuropeptide genes (e.g. Nr4a2, Pcsk9, Vdr) exhibiting interaction effect in this study (Table 1).

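Nr4a2 (chromosome 2, 57106830 to 57124003) had a normalized count of 744 ± 60.3 (SD, n = 4) in CeCo and 1025 ± 48.4 (n = 4) in CeHi, and of 2269 ± 425 (n = 4) in StCo and 1422 ± 499 (n = 3) in StHi. Its interaction log2 value was -1.18 (standard error 0.26), with an adjusted P-value of 0.068. The line effect did not pass in either region, at adjusted P-values of 0.16 in the Ce and 0.069 in the St.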

The significant representation of the GO MF transcription factor (GO:0043565) category (Table B in S1 File) is supported by genes such as the transcription factor En2 (Table 1). This result suggests that regulators of gene expression are associated with high voluntary activity line in a brain region-dependent. The enrichment of a transcription regulatory category is in agreement with reports of a positive association between high wheel running in mice or treadmill running in rats and the expression of transcription factors such as Delta, c-Fos and FosB in the brain [58, 69, 70]. More broadly, this category is in agreement with suggestions that transcription factors contribute to reward-induced adaptations in the brain [71].

Impaired coordination (MP:0001405; P-value < 0.001), increased anxiety-related response (MP:0001363; P-value < 0.001), abnormal cued conditioning behavior (MP:0001454; P-value < 0.001), abnormal locomotor activation (MP:0003313; P-value < 0.003) and hyperactivity (MP:0001399; P-value < 0.01) were the top MGI mammalian phenotype categories enriched among the genes exhibiting interaction effect. Despite not reaching the FDR-adjusted P-value < 0.05 threshold in Enrichr, these phenotypes are aligned with differences in locomotor behaviors between the Se and Co lines [13].

### Functional analysis of voluntary activity lines within brain region

Further insights into the molecular mechanisms potentially underlying the high voluntary activity phenotype on a brain region-dependent manner were gained from the study of functional categories over-represented among genes differentially expressed between lines within a region. Tables 3 and 4 summarize several BP and KEGG categories enriched (FDR-adjusted P-value < 0.05) among the over- and under-expressed genes in the CeCo-CeHi and StCo-StHi contrasts, respectively detected using GSEA. The complete lists of all the terms enriched in both contrasts (FDR-adjusted P-value < 0.2) are available in Tables C and D in S1 File.

**Table 3:** Gene Ontology (GO) biological process (BP) and KEGG pathway categories enriched (FDR-adjusted P-value < 0.05) among the genes over-expressed in the CeCo-CeHi contrast detected using GSEA.

Expression/Category	Identifier	Name	Gene Count	P-value	FDR P-value
**Over-expressed**					
KEGG	mmu00190	oxidative phosphorylation	99	0.0E+00	0.0E+00
KEGG	mmu03010	ribosome	82	0.0E+00	0.0E+00
BP	GO:0045333	cellular respiration	127	0.0E+00	3.7E-04
KEGG	mmu05012	Parkinson’s disease	101	0.0E+00	2.2E-03
KEGG	mmu05016	Huntington’s disease	146	0.0E+00	6.1E-02

**Table 4:** Gene Ontology (GO) biological process (BP) and KEGG pathway categories enriched (FDR-adjusted P-value < 0.05) among the genes over- and under-expressed in the StCo-StHi contrast detected using GSEA.

Expression/Category	Identifier	Name	Gene Count	P-value	FDR P-value
**Over-expressed**					
BP	GO:0006119	oxidative phosphorylation	73	<1.0E-20	2.8E-03
BP	GO:0045333	cellular respiration	129	<0.0E+00	4.2E-03
KEGG	mmu03010	ribosome	82	0.0E+00	5.6E-03
**Under-expressed**					
BP	GO:0010575	+ regulation of vascular endothelial growth factor production	18	0.0E+00	3.6E-02

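The KEGG and GO gene lists were not used here. Gene sets were formed by symbol instead, as 84 subunits of the respiratory chain and ATP synthase and 85 cytosolic ribosomal proteins. Genes were ranked by the limma statistic of the line contrast within a region and tested with fgsea and 10000 gene permutations. The normalized enrichment score of the respiratory chain set was -2.57 in the Ce and -2.10 in the St, and that of the ribosomal proteins was -2.45 in the Ce and -2.08 in the St, each with an adjusted P-value of 0.0002, the smallest these permutations can give. Negative scores are higher in Hi. A test that allows for the correlation between the genes of a set (limma camera) moved these results most among the alternatives with all samples, to an adjusted P-value of 0.527 in both regions for both sets. The unadjusted camera P-values were 0.195 (respiratory chain) and 0.347 (ribosomal proteins) in the Ce, and 0.395 and 0.527 in the St.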

Consistently enriched functional categories in Ce and St among the genes differentially expressed between Hi and Co mice (Tables 4 and 5) include the KEGG oxidative phosphorylation (mmu00190) and ribosome (mmu03010) pathways, as well as cellular respiration process (GO:0045333). The KEGG Parkinson’s disease pathway was also enriched among the genes over-expressed in StCo-StHi at P-value < 1.0E-10 or FDR-adjusted P-value < 0.15 (Table D in S1 File). Additional GO BPs were enriched in both regions, but these are less specific (e.g. BP cellular respiration) or subsets of the previous three categories (e.g. BP oxidoreductase activity acting on a heme group of donors) and thus further interpretation focuses on the 3 informative categories.

**Table 5:** Top informative genes exhibiting significant (FDR-adjusted P-value < 0.01, log2 (fold change) > |4|) differential expression between Control (Co) and high activity (Se) lines across brain regions.

Symbol	Name	Log2(Co/Hi)	FDR P-value
Zfp33b	low quality protein: zinc finger protein 431-like	-4.46	3.76E-12
Ms4a2	high affinity immunoglobulin epsilon receptor subunit beta isoform c	8.20	4.25E-11
Hist1h2al	histone Cluster 1 H2A Family Member L	5.06	1.26E-09
Arhgap8&	rho GTPase-activating protein 8 isoform X2	-5.13	1.61E-08
Ms4a3	membrane-spanning 4-domains subfamily A member 3	8.16	2.14E-08
Cyp11a1	cholesterol side-chain cleavage enzyme, mitochondrial isoform X1	-5.29	2.82E-08
Lipo2	lipase, member O2 isoform X3	4.30	8.35E-08
Gif	gastric intrinsic factor precursor	8.25	2.02E-05
Krt12	keratin, type I cytoskeletal 12	-4.44	6.49E-05
Shox2	short stature homeobox protein 2 isoform X1	-5.34	0.0092

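The respiratory chain genes differed little between lines one by one. Their median line log2 fold change was -0.12 in the Ce, where 78 of the 84 genes were negative, and -0.06 in the St, where 67 were negative. A single-gene adjusted P-value under 0.05 was reached by 5 genes in the Ce and by 1 in the St. In the St the set no longer passed when StHi replicate 0 was left out (adjusted P-value 0.067).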

The over-representation of the oxidative phosphorylation and cellular respiration processes among the genes over-expressed in Co relative to Hi mice (Tables 3 and 4) is consistent with reports that regular exercise decreases the level of reactive oxygen species and modulates protein oxidation in the brain of adult rats [72, 73]. 

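For the ribosomal proteins the median line log2 fold change was -0.10 in the Ce and -0.05 in the St, and 82 and 75 of the 85 genes were negative. Of these genes 2 passed an adjusted P-value of 0.05 in the Ce and 1 in the St. The St result rested on a single sample, since the score was -0.722 (adjusted P-value 0.955) without StHi replicate 0. With sample quality weights it was -1.38 (adjusted P-value 0.0521).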

Likewise, the enrichment of the KEGG ribosome pathway among the genes over-expressed in Co relative to Hi mice is consistent with work demonstrating that protein synthesis is noticeably depressed in the brain of swimming rats [74]. The enrichment of Parkinson’s disease in Hi relative to Co is in agreement with a large body of studies in rodent models and humans suggesting that exercise can protects the brain against such neurodegenerative conditions [75–77].

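A Parkinson-related set was formed from the respiratory chain genes and genes of dopamine signaling, ubiquitination and apoptosis, so that most of its members are shared with the respiratory chain set. Its normalized enrichment score was -2.27 in the Ce (adjusted P-value 0.0002, the smallest possible) and -1.62 in the St (adjusted P-value 0.003). The median line log2 fold change was -0.11 in the Ce and -0.04 in the St, with 87.1% and 67.7% of the genes negative. Without StHi replicate 0 the adjusted P-value in the St was 0.192, and with camera it was 0.527 in each region.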

Further study of the consistency of the line expression patterns across regions helped us understand the consistent enrichment of three KEGG pathways (oxidative phosphorylation, ribosome, and Parkinson’s disease) in Ce and St summarized in Tables 3 and 4 despite the non-overlapping differentially expressed genes listed in Table 1. The correlation between regions of the log2(line fold change) of the genes enriching each pathway was computed to assess the consistency of activity line patterns across brain regions. 

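Correlations of the line log2 fold change between Ce and St were computed across the genes of each set, which are not independent replicates. The Pearson correlation was 0.767 for the 84 respiratory chain genes, 0.716 for the 85 ribosomal proteins and 0.772 for the Parkinson-related genes, and leaving out each sample in turn gave standard errors of 0.134, 0.259 and 0.109. The Spearman correlations were 0.641, 0.477 and 0.611. Without the 2 genes farthest from the median in the Ce, which were Cox7b and Atp5sl, Rps4y2 and Rpl35a, and Ubb and Cox7b, the Pearson values were 0.536, 0.523 and 0.590. The differences among the 3 sets were smaller than these standard errors.

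**Figure D5:**
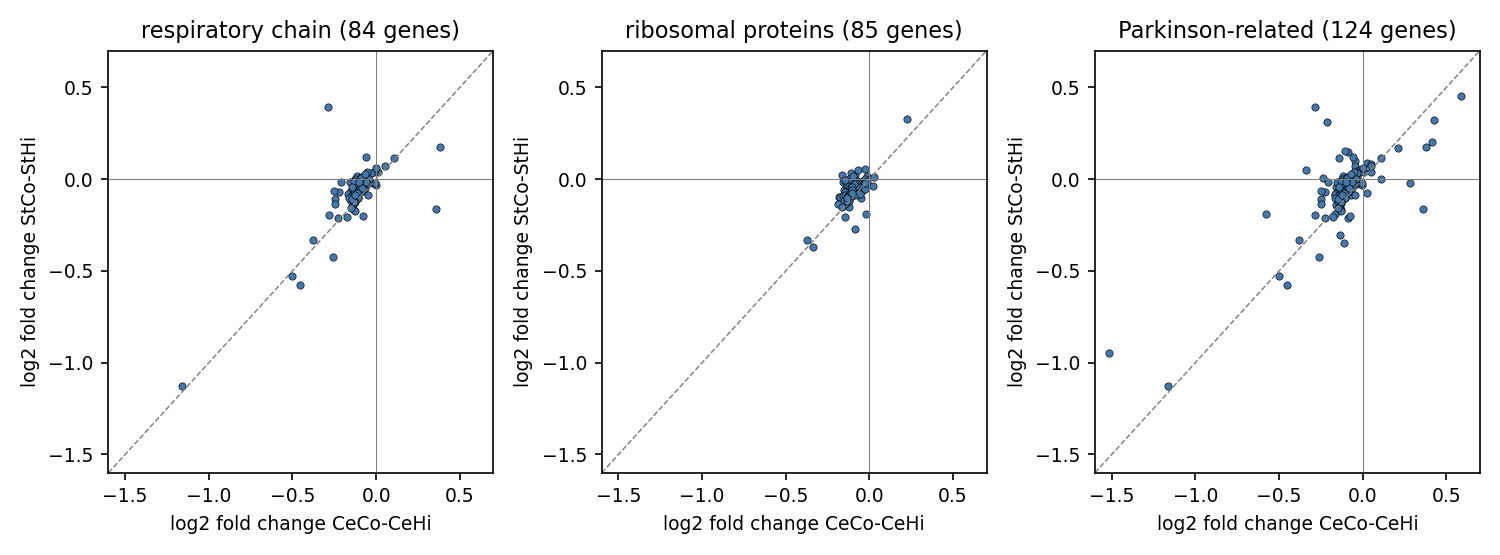
The line log2 fold change (Co minus Hi) in the St is plotted against that in the Ce for each gene (point) of the respiratory chain, ribosomal protein and Parkinson-related sets, with equal values marked by the dashed line. Most points lie below 0 in both regions, with medians in the Ce of -0.12, -0.10 and -0.11.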

The correlation of gene log2(line fold change) between brain regions for oxidative phosphorylation, ribosome, and Parkinson’s pathways were 0.39, 0.53, and 0.89, respectively. The strong consistency between brain regions of line differences among genes in the Parkinson’s pathway genes is in agreement with reports that exercise augments the level of a dopamine receptor associated with addiction and reward-dependent behaviors in a mouse model of Parkinson’s disease [78]. The brain region-dependent profiles of the genes exhibiting interaction effect yet common enrichment of the Parkinson’s disease pathway observed in this study supports the paradigm that both striatal and cerebellar systems participate in motor skill learning albeit in distinct processes [4]. The striatum processes may predominate during the learning of a sequence of movements that support fast wheel running, whereas the cerebellum processes may predominate during motor adaptation to environmental perturbations such as free access to running wheel. Evidence supporting the previously hypothesized complementary role of these brain systems in motor skill learning has come from impairments found in patients with striatal dysfunction such as Parkinson’s disease [4]. With respect to the other two pathways enriched in genes exhibiting brain-region dependent profiles between lines, ribosome and oxidative phosphorylation pathways were enriched in a rat model of cerebral ischemic tolerance to restricted blood flow [79]. Learning a complicated sequence of voluntary finger movements in humans has been associated with higher regional cerebral blood flow in the cerebellum and that acquisition of the motor skill results in an increase of the regional cerebral blood flow in the striatum [80].

A motivating finding is the enrichment of the BP positive regulation of vascular endothelial growth factor (VEGF) production among genes over-expressed in the St of Hi relative to Co mice (Table 4, Table D in S1 File), whereas no functional category achieved significant enrichment among the genes exhibiting the same pattern in the Ce (Table 3, Table C in S1 File). Despite the presence and role of VEGF in both brain regions, the over-representation of the positive regulation of VEGF in the St of Hi mice is consistent with the neuroprotective effect of VEGF in Parkisons’s disease. Parkinson’s disease patients exhibit dopamine deficit in the St and suffer loss of locomotor control, expressed in rigidity and shaking [81]. These findings lead us to suggest that the high gene expression of VEGF in the Hi mice could support higher locomotor control through the St, rather than the Ce. 

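In the St, Vegfa had a normalized count of 3822 ± 431 (SD, n = 4) in Co and 4220 ± 379 (n = 3) in Hi, a log2 fold change of -0.15 (standard error 0.09, adjusted P-value 0.54). Vegfb, Vegfc and Figf (Vegfd) had log2 fold changes of -0.04, 0.23 and 0.81 in the St with adjusted P-values of 0.89, 0.47 and 0.16. In the Ce the log2 fold change of Vegfa was 0.14 (adjusted P-value 0.39). None of these differences passed, and genes annotated to the regulation of VEGF production were not analysed here.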

Our study of Ce and St simultaneously enabled this innovative insight into the molecular mechanisms supporting high voluntary activity.

### Interaction networks of voluntary activity lines within brain region

Gene networks were inferred to understand the simultaneous impact of line and brain region on multiple gene expression profiles while accounting for known molecular relationships. The reconstructed networks supplemented the discovery of candidate genes and enriched biological processes. Networks were obtained for the contrasts between the Hi and Co lines within brain region. Figs 1 and 2 depict the gene networks for the CeCo-CeHi and StCo-StHi contrasts, respectively. The majority of the genes in the network were differentially abundant at FDR P-value < 0.1 (Six3, Ndst4, Lamc2, Dlx5, Spp1, Vdr, Cd300lf, Tifa, Nphs1, Tfap2d, Tec, Pik3ap1). 

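In the CeCo-CeHi contrast, Dlx5, Spp1, Vdr, Cd300lf, Tifa, Nphs1, Tec and Pik3ap1 had adjusted P-values under 0.1, whereas Six3 (0.52), Ndst4 (0.39) and Tfap2d (0.39) did not. Tifa had a log2 fold change of 1.56 (standard error 0.13), Nphs1 of 0.99 (0.20), Tec of -1.05 (0.21) and Pik3ap1 of 1.22 (0.18). Nphs1 overlaps Nphs1os. Ndst4 had 38.6 ± 9.23 normalized counts (SD, n = 4) in CeCo and 90.5 ± 94.9 (n = 4) in CeHi, a spread carried by CeHi replicate 3.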

Four genes differentially abundant at P-value < 0.05 were included to enable connectivity and a more populated network. The network reconstruction centered on a framework of genes that exhibited a line fold change difference between brain regions > |2| and an activity line-by-brain region interaction effect. This strategy enabled the reconstruction of a network of 110 genes, afforded adequate connectivity between framework genes and correspondence between brain regions, and facilitated the interpretation of gene network differences between lines and brain regions. In the networks, green and red rectangular nodes represent over and under-expressed framework genes. The size of the node and intensity of the color denote the magnitude of the fold change. The genes in the network depicted without nodes did not reach the differential expression threshold but connect the framework genes based on the protein-protein interaction databases considered. The edges represent known direct associations between the corresponding nodes.

**Fig 1:**
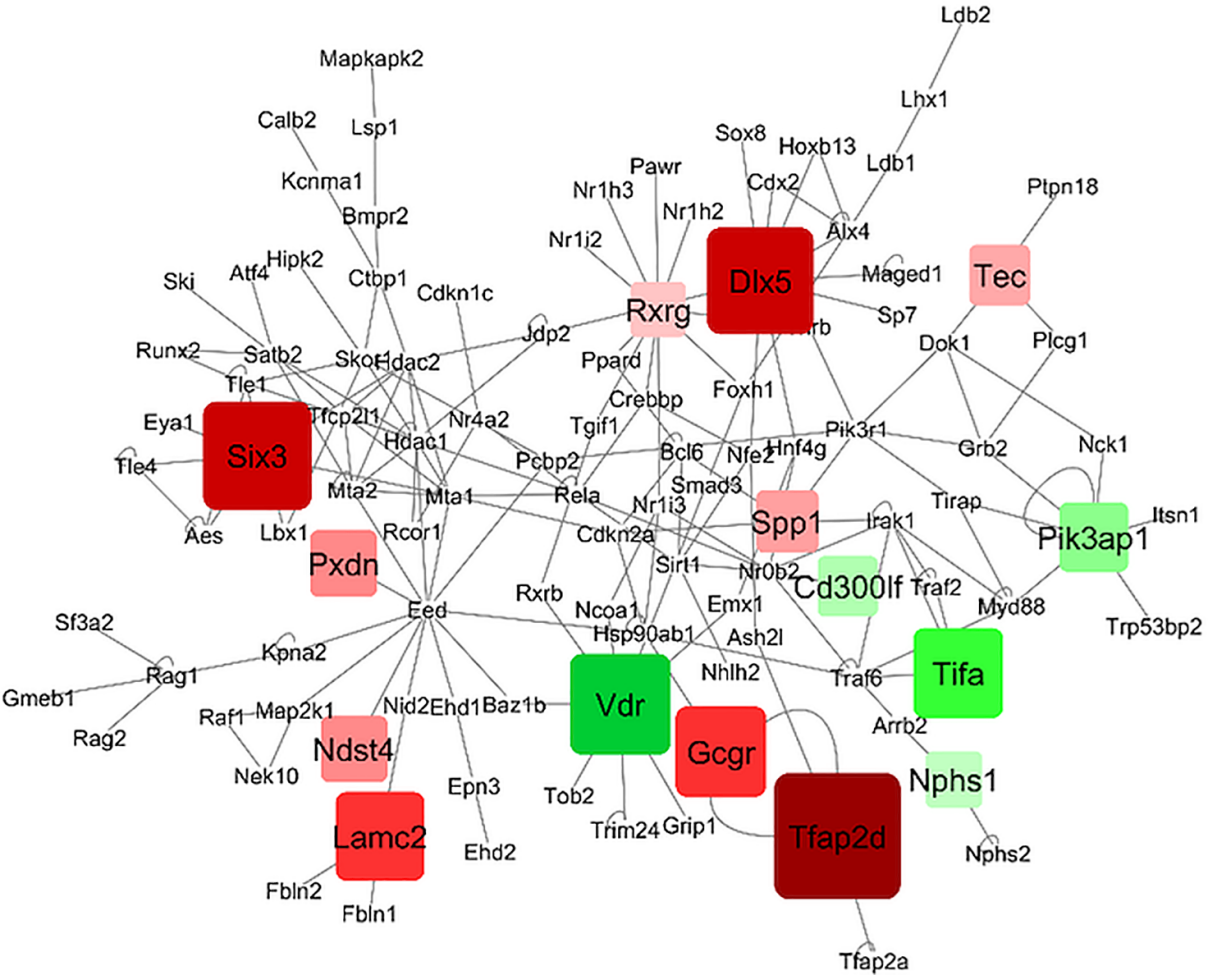
Network of differential gene expression in the cerebellum. Delineated nodes: framework genes that exhibited a line fold change difference between brain regions > |2| and an activity line-by-brain region interaction effect; red: under-expression in Hi and green: over-expression in Hi relative to Co. The size of the node and intensity of the color denote the magnitude of the fold change. Non-delineated nodes: genes that did not reach the differential criteria or connecting genes. Edges: known direct associations between the corresponding nodes.

**Fig 2:**
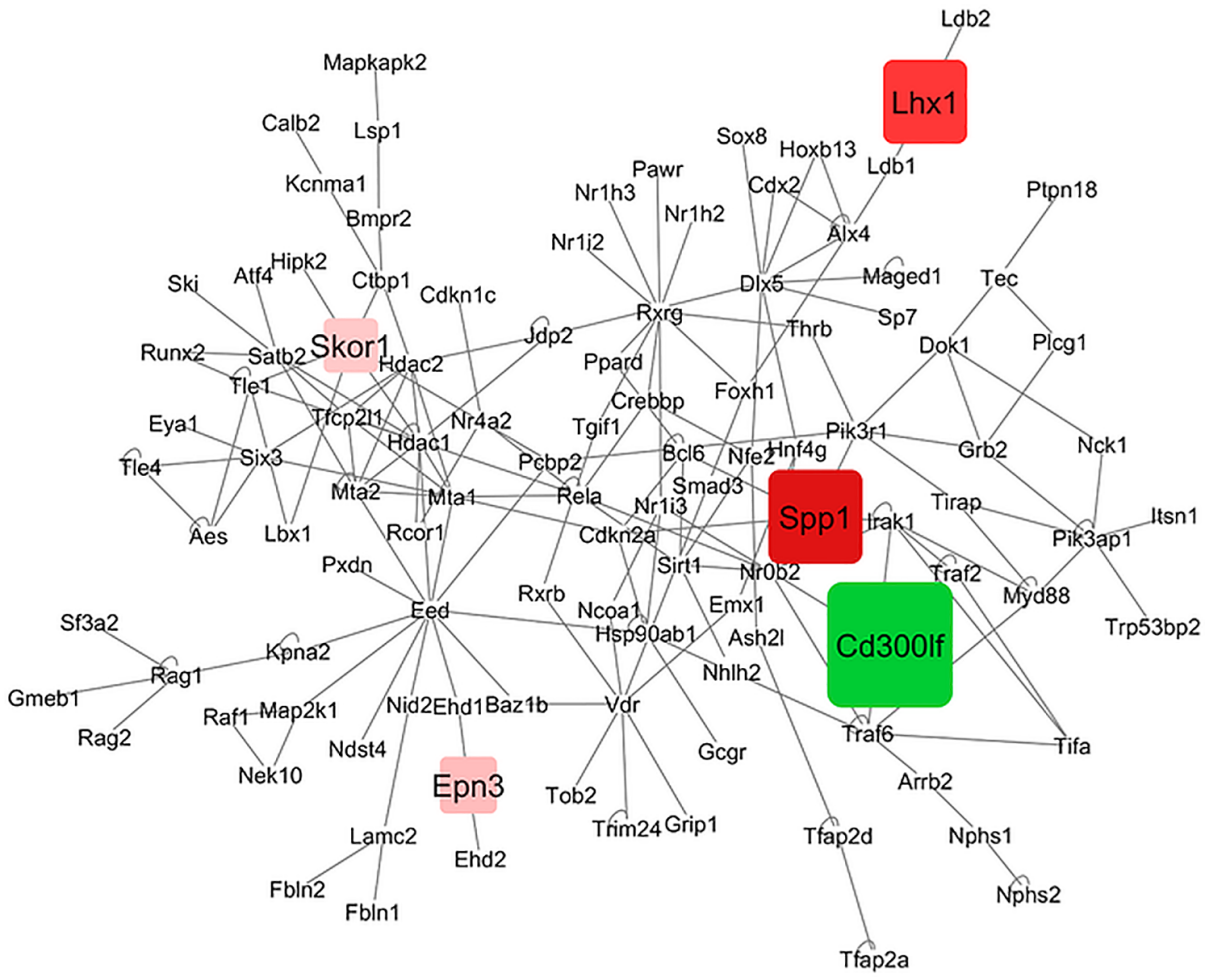
Network of differential gene expression in the striatum. Delineated nodes: framework genes that exhibited a line fold change difference between brain regions > |2| and an activity line-by-brain region interaction effect; red: under-expression in Hi and green: over-expression in Hi relative to Co. The size of the node and intensity of the color denote the magnitude of the fold change. Non-delineated nodes: genes that did not reach the differential criteria or connecting genes. Edges: known direct associations between the corresponding nodes.

Two network framework genes, Cd300lf and secreted phosphoprotein 1 (Spp1), reached significant differential expression level in both brain region networks and have been associated with functional categories relevant to this study. Cd300lf was over-expressed whereas Spp1 was under-expressed in Hi relative to Co in both brain regions. Both genes were more differentially expressed in the St than in the Ce. 

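Spp1 lies on chromosome 5 from 104435111 to 104441053. Its normalized count was 493 ± 79.3 (SD, n = 4) in CeCo and 1100.2 ± 157 (n = 4) in CeHi, a log2 fold change of -1.16 (standard error 0.24, adjusted P-value 0.0090). In the St it was 67.8 ± 16.7 (n = 4) in Co and 313 ± 152 (n = 3) in Hi, a log2 fold change of -2.12 (standard error 0.26, adjusted P-value 0.00018). The line difference was not shown to differ between regions (interaction log2 value 0.97, adjusted P-value 0.34). Of the 50-base windows of Spp1, 11.6% occur in another gene.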

The pattern of these genes in this study is consistent with profiles associated with reward-dependent behaviors. Spp1 is postulated to have neuroprotective activity in the cerebellar cortex in adult rats [82] and was down-regulated in the dorsolateral prefrontal cortex of alcoholic patients relative to controls [83]. Also, this gene is annotated to multiple risk pathways associated with Parkinson’s disease [84]. In our study, the Parkison’s pathway was enriched among the genes differentially expressed between activity lines, and the expression patterns were highly and positively correlated between brain regions. Also, Cd300lf was over-expressed in the striatum of mice that self-administered oxycodone relative to saline controls [49]. Laminin, gamma 2 (Lamc2) was under-expressed in Hi relative to Co mice only in the Ce network. Lamc2 was also down-regulated by acute nicotine exposure [8, 52].

Both networks (Figs 1 and 2) highlight several transcription regulators that are under-expressed in Hi relative to Co and that have been previously associated with reward-dependency studies. 

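Tfap2d (chromosome 1, 19103022 to 19173948) had a normalized count of 0.922 ± 1.32 (SD, n = 4) in CeCo, at the detection floor, and 22.8 ± 43.1 (n = 4) in CeHi. Six3 (chromosome 17, 85613608 to 85626191) had a mean of 2.91 in CeCo, with samples from 1.79 to 3.73, and 46.7 ± 87.4 in CeHi. For both genes the CeHi mean was carried by replicate 3, a sample in which 121 striatum genes stood at a median of 2.31% of their St level against 0.831% to 1.09% in the other Ce samples, and neither line difference in the Ce was larger than the spread between samples (log2 fold change -1.67 with a standard error of 1.00 for Tfap2d and -1.37 with a standard error of 1.03 for Six3). Without CeHi replicate 3 the log2 fold change of Six3 was 0.02. Dlx5 was at 0 in every CeCo sample and at 1.65 ± 0.779 in CeHi, at most 3 fragments in any sample, so that no fold change is given for it in the Ce.

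**Figure D6:**
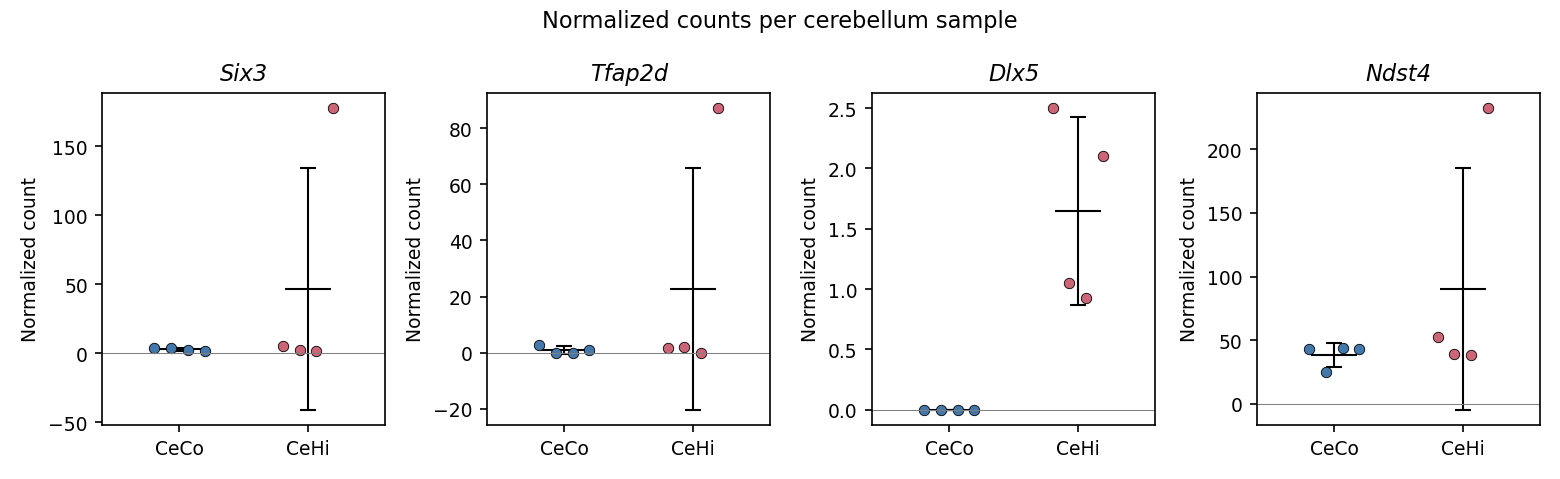
Normalized counts per sample (points) of Six3, Tfap2d, Dlx5 and Ndst4 in CeCo and CeHi, with the mean (line) and SD (bars) of each group. For Six3, Tfap2d and Ndst4 CeHi replicate 3 lies far above the other CeHi samples, whose mean and SD it moves to 46.7 and 87.4 for Six3.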

In the Ce, these genes include transcription factor AP-2-delta (Tfap2d), Sine oculis homeobox homolog 3 (Six3), and distal-less homeobox 5 gene (Dlx5). Tfap2d is a key transcriptional regulator of the posterior midbrain region that adjoins the cerebellum [85] and was identified among the genes associated with preferential amplification in the dorsal dentate gyrus of rats administered methamphetamine relative to saline [86]. Six3 is a transcription regulator that has been associated with alcohol and nicotine co-dependence [87]. In a study of Lewis rats known to be more vulnerable to drugs of addiction than Fischer 344 rats, Dlx5 exhibited differential expression in the nucleus accumbens and frontal cortex between both strains [88]. Dlx5 was proposed to activate transcriptional networks required for GABAergic fate specification of neurons in the forebrain [89].

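In the St, Epn3 (chromosome 11, 94489599 to 94499974) had a normalized count of 34.5 ± 15.8 (SD, n = 4) in Co and 76.5 ± 5.80 (n = 3) in Hi, a log2 fold change of -1.24 (standard error 0.25, adjusted P-value 0.011). Lhx1 had 5.11 ± 4.30 in Co and 20.6 ± 7.57 in Hi (log2 fold change -2.19, adjusted P-value 0.079), and Skor1 had 16.6 ± 8.05 in Co and 33.9 ± 7.17 in Hi (log2 fold change -1.11, adjusted P-value 0.060). The 3 genes were far higher in the Ce, with CeCo means of 1144, 1684 and 734, and the lines did not differ there (adjusted P-values 0.61, 0.97 and 0.95). A list of 8 thalamus marker genes was also higher in StHi than in StCo (log2 difference -0.76). Its two-sided exact permutation P-value was 0.0286, the smallest that 35 splits allow, and 0.267 when adjusted over the marker lists. The lists for midbrain (-0.66) and choroid plexus (-1.40) were higher in StHi as well (unadjusted permutation P-value 0.0571 for both). The midbrain list shares Lhx9 and Slc17a6 with the thalamus list. Without StHi replicate 2 the choroid plexus difference was -0.60.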

In the St network, epsin 3 (Epn3) and the transcription regulators LIM/homeobox protein Lhx1 (Lhx1) and SKI family transcriptional corepressor 1 (Skor1) were under-expressed in Hi relative to Co mice. Consistent with our results, Lhx1 was over-expressed in the striatum of rats treated with the sedative Isoliquiritigenin that reduced cocaine-triggered locomotor activity [90]. Variants in Skor1 have been associated with restless leg syndrome that has high incidence during opioid withdrawal periods [91]. The comparison of the gene networks of differential expression between activity lines across brain regions exemplified the mostly distinct impact of high voluntary activity in the Ce and St.

### Brain-region independent effect of activity line

Genes that exhibited differential expression between activity lines independent of brain region (excluding genes with a significant interaction effect) were studied. Table 6 lists several top differentially expressed genes between activity lines (FDR-adjusted P-value < 0.01, log2(line fold change) > |4|). An extended list of 144 genes log2(Co/Se) > |1| is presented in Table E in S1 File.

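The mean of the line effects in Ce and St had an absolute log2 fold change over 1 at FDR under 0.05 for 130 genes. Several of the largest differences lay together on chromosome 19, where Ms4a2, Ms4a3, Plac1l, Oosp1 and Gif fall within 147.93 kilobases. Their log2 fold changes between lines were 6.92, 6.34, 7.67, 5.38 and 5.20, and Hi was at the detection floor in both regions for Ms4a2, Ms4a3, Plac1l and Gif. Set against that floor, the Ms4a2 mean was at least 109-fold higher in CeCo and at least 20.2-fold higher in StCo. Plac1l was at least 148-fold and 52.7-fold higher. The neighbouring genes Ms4a6d, Mrpl16 and Stx3 did not differ between lines (adjusted P-values 0.811, 0.125 and 0.838). The segment was chosen after the values were seen.

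**Figure D7:**
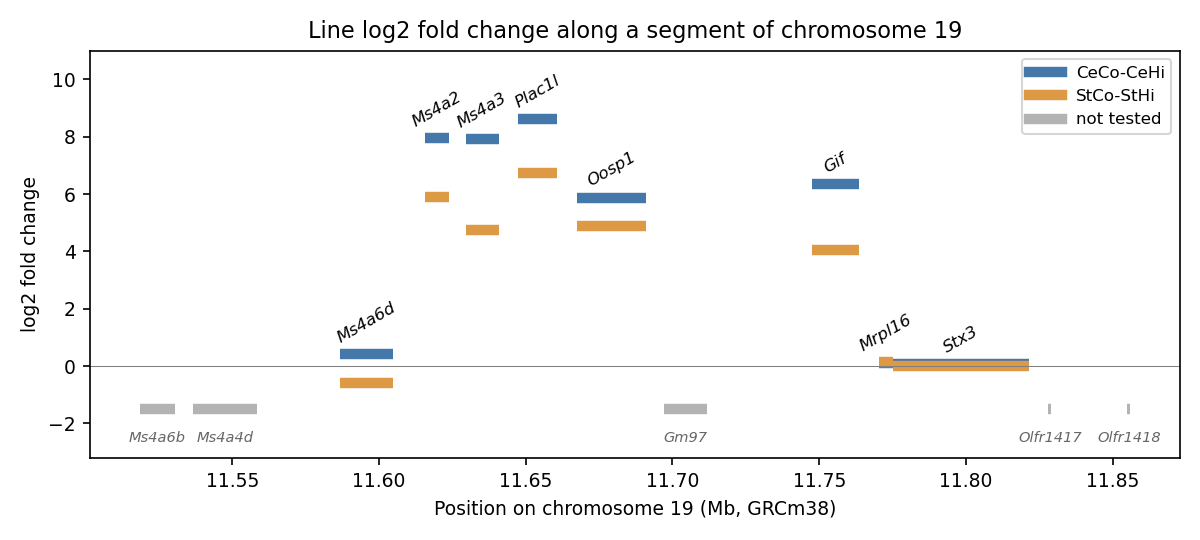
The line log2 fold change (Co minus Hi) in the Ce and the St is plotted against the position on chromosome 19 (GRCm38) for the genes from Ms4a6b to Olfr1418, each bar spanning a gene and grey bars marking genes not tested. The 5 genes from Ms4a2 to Gif lie above 4 in both regions and the other tested genes lie near 0.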

**Table 6:** Lists top differentially expressed genes between the cerebellum (Ce) and the striatum (St) at FDR-adjusted P-value < 1.0 E-19 and log2(fold change) > |5|.

Symbol	Name	log2(Ce/St)	P-value	FDR P-value
Homer3	homer protein homolog 3 isoform X1	5.47	4.7E-24	3.6E-20
Car8	carbonic anhydrase-related protein	7.09	4.7E-24	3.6E-20
Cbln3	cerebellin-3 precursor	10.79	1.1E-23	5.5E-20
Gabra6	gamma-aminobutyric acid receptor subunit alpha-6 isoform X1	11.52	7.9E-23	2.4E-19
Atp2a3	sarcoplasmic/endoplasmic reticulum calcium ATPase 3 isoform a	5.67	7.3E-22	1.2E-18
Foxg1	forkhead box protein G1	-9.40	7.6E-22	1.2E-18
Pcp2	Purkinje cell protein 2 isoform X2	10.48	2.1E-21	2.3E-18
Rin1	ras and Rab interactor 1 isoform X4	-5.09	4.0E-21	3.3E-18
Adora2a	adenosine receptor A2a isoform X2	-7.40	4.8E-21	3.7E-18
Fat2	protocadherin Fat 2 isoform X2	11.20	5.2E-21	3.7E-18
Arhgef33	rho guanine nucleotide exchange factor 33 isoform X1	7.38	5.4E-21	3.7E-18
Chrm4	muscarinic acetylcholine receptor M4	-5.93	6.4E-21	3.9E-18
Cbln1	cerebellin-1 precursor	6.40	1.9E-20	9.3E-18
Dbpht2	DNA binding protein with his-thr domain	-5.21	2.0E-20	9.4E-18

Many of these genes have been associated with reward-dependent behaviors and with locomotor regulation in a manner similar to that observed in the present study. 

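Cyp11a1 (chromosome 9, 57998024 to 58027031) had a normalized count of 2.24 ± 1.18 (SD, n = 4) in CeCo, 63.3 ± 14.5 (n = 4) in CeHi, 1.30 ± 1.87 (n = 4) in StCo and 81.2 ± 26.5 (n = 3) in StHi. The mean log2 fold change between lines was -4.90 (standard error 0.34, adjusted P-value 4.2e-08), and every Hi sample lay above every Co sample.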

Among the genes in Table 5, cytochrome P450 11A1 (Cyp11A1) was over-expressed in the Hi relative to the Co mice in both brain regions. This gene modulates the brain sensory and motor systems and locomotor coordination through the involvement of the coded enzyme in the modifications of neurosteroidogenesis-related proteins and neurosteroids [92].

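Arhgap8 (chromosome 15, 84720034 to 84772857, overlapping Gm20556) had 2.47 ± 1.61 normalized counts (SD, n = 4) in CeCo and 144 ± 37.5 (n = 4) in CeHi, and 4.24 ± 2.57 (n = 4) in StCo and 95.6 ± 38.7 (n = 3) in StHi. Its mean log2 fold change between lines was -4.88 (standard error 0.30, adjusted P-value 9.4e-09).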

The differential expression of rho GTPase activating protein 8 (Arhgap8) in Hi relative to Co mice is consistent with reports that several rhoGAPs are coded by a gene that modulates stimulant and sedative behaviors, such as motor incoordination induced by ethanol in the fruit fly [93]. The over-expression of keratin, type I cytoskeletal 12 (Krt12) in Hi relative to Co mice is consistent with the detected association between mutations in this gene and sensitivity of mice to the locomotor stimulant methamphetamine [94]. 

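Krt12 lies on chromosome 11 from 99415664 to 99422593, 92.7 kilobases from Krt25. It was at 0 in every CeCo sample and at 6.73 ± 3.64 (SD, n = 4) in CeHi, at least 2.41-fold higher than the detection floor. In the St its normalized count was 34.5 ± 8.72 (n = 4) in Co and 299 ± 21.7 (n = 3) in Hi, a log2 fold change of -3.11 (standard error 0.34, adjusted P-value 2.2e-05). Of its 50-base windows, 42.0% occur in another gene.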

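Shox2 (chromosome 3, 66971723 to 66981771, overlapping Rsrc1) was at the detection floor in Co in both regions, at 0.896 ± 1.04 (SD, n = 4) in CeCo and 1.16 ± 1.76 (n = 4) in StCo. StHi samples had 64.3 ± 19.8 (n = 3), at least 17.3-fold higher, with a log2 fold change of -5.19 (standard error 1.22, adjusted P-value 0.032). The CeHi mean of 33.0 ± 63.6 (n = 4) was carried by replicate 3, and the Ce difference was not larger than the spread between samples (log2 fold change -1.70, standard error 1.13, adjusted P-value 0.44). The mean over regions was -3.44 (adjusted P-value 0.017), which did not pass with a pseudocount of 0.01 (0.0914).

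**Figure D8:**
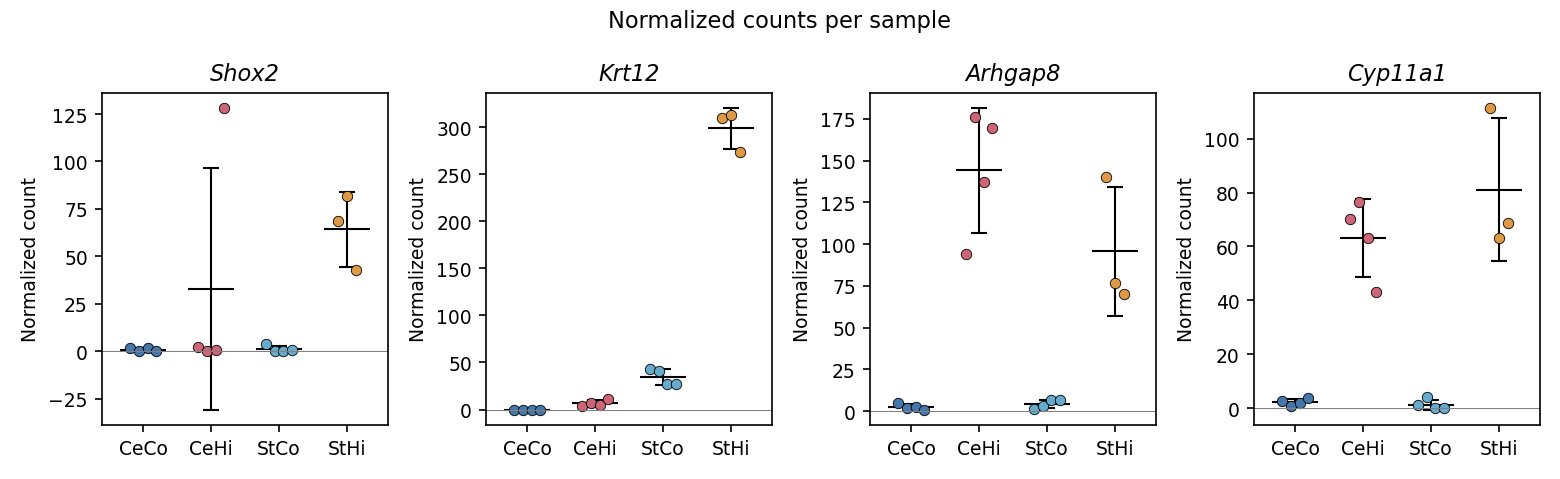
Normalized counts per sample (points) of Shox2, Krt12, Arhgap8 and Cyp11a1 in CeCo, CeHi, StCo and StHi, with the mean (line) and SD (bars) of each group. StHi samples lie above all StCo samples for the 4 genes, and in CeHi a single sample carries the Shox2 mean of 33.0.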

Likewise, the over-expression of Shox2 in the Hi relative to Co mice is consistent with the association between the expression of this gene and chronic substance abuse treatments in mice [95].

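After genes with an interaction at FDR under 0.05 were left out, 118 genes had a line effect at FDR under 0.05 with an absolute log2 fold change over 1, of which 61 were higher in Co and 57 in Hi. Of these, 15 genes had an FDR-adjusted P-value under 0.01 and an absolute log2 fold change over 4. The filter on low values moved the number most, to 251 genes without a filter.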

The functional enrichment analysis of the 122 genes differentially expressed between Co and Hi mice was implemented in DAVID because of the removal from consideration of genes exhibiting an interaction effect. Among these genes, 24 genes were annotated to the GO BP immune system process (GO:0002376), 16 genes were annotated to the GO BP immune response (GO:0006955), and 7 genes to the KEGG pathway cytokine-cytokine receptor interaction (mmu04060). These categories were enriched at P-value < 0.0007) yet did not reach the FDR-adjusted P-value < 0.1. The enrichment of MGI mammalian phenotype categories including: abnormal immune system organ morphology (MP:0002722; P-value < 0.0008), decreased tumor necrosis factor secretion (MP:0008561; P-value 0.003) detected by EnrichR among the differentially expressed genes support the previous findings. Overall, a limited number of genes exhibited differential expression between lines exempt of interaction effect, and the known function of several of these genes support the categories identified for genes exhibiting line-by-brain region interaction effects.

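Without a limit on the size of the change, the line effect over both regions passed an FDR-adjusted P-value of 0.05 for 1290 genes, 630 higher in Co and 660 higher in Hi, and 1237 of them had no interaction at the same level.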

### Main effect of brain region on gene expression

The focus of this study was to further the understanding of the transcriptome differences between a high voluntary activity relative to control line in both or either the St and Ce. The comparison of gene expression between brain regions presented here serves as molecular confirmation of the regions studied and analytical completeness. The comparison of brain regions also offers evidence of the statistical power of the experimental design used to detect genes known to be differentially expressed between brain regions based on the mouse ENCODE transcriptome database [96]. 

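The region effect passed an FDR-adjusted P-value of 0.05 for 12200 of the 15213 genes, 6183 of them higher in the Ce and 6017 higher in the St. At an FDR-adjusted P-value under 1e-15 there were 330 genes, 140 higher in the Ce and 190 higher in the St, and 319 of the 330 had no interaction. This number rests on how the spread per gene was estimated, and was 18 with plain eBayes in place of its trended and robust form. With the replicate number as a block in the model, which pairs same-numbered samples, it was 42.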

Supporting the expected differences between regions, 243 genes presented a significant (FDR-adjusted P-value < 1.0E-15) brain region effect, excluding genes exhibiting an interaction effect. Table 6 lists the top differentially expressed genes (FDR-adjusted P-value < 1.0 E-19, log2(region fold change) > |5|) and an extended list of genes is presented in Table G in S1 File.

Several known molecular markers of Ce and St were differentially expressed in this study, confirming the representativeness of the brain region samples profiled. Consistent with known expression patterns of genes for the 2 brain region studied in the mouse ENCODE database, Homer3, Car8, Cbln3, Gabra6, Pcp2, Fat2, Arhgef33, and Cbln1 are uniquely or highly over-expressed in the Ce relative to the whole brain whereas Foxg1, Rin1, Dlx6as1, Chrm4, and Dlx1as are highly over-expressed in non-cerebrum regions relative to the Ce.

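The region log2 value (Ce minus St) was 5.46 for Homer3, 7.08 for Car8, 10.77 for Cbln3, 11.50 for Gabra6, 10.40 for Pcp2, 11.16 for Fat2, 7.38 for Arhgef33 and 6.40 for Cbln1, with standard errors between 0.04 and 0.26. It was -5.09 for Rin1, -9.29 for Dlx6as1, -5.92 for Chrm4 and -7.97 for Dlx1as. The adjusted P-values lay between 1.8e-23 (Car8) and 7.6e-14 (Pcp2). Gabra6 had a normalized count of 54398 ± 2356 (SD, n = 4) in CeCo and 18.5 ± 5.67 (n = 4) in StCo. Of the 50-base windows of Pcp2, 43.1% occur in another gene, and of Homer3 21.0%.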

### Regulatory networks of brain-region dependent and independent activity line effects

The Ce and St gene networks in Figs 1 and 2 highlight the differential expression between activity lines of genes that regulate the transcription of other genes. This finding was corroborated by the enrichment of MF category related to transcription regulation among the genes that exhibited an interaction effect. Further understanding of this phenomenon was gained by studying the enrichment of transcription factors among the 276 potential target genes that exhibited interaction and activity line main effects. Both groups of genes were analyzed together for potential co-regulatory enrichment because transcription factors may impact the expression of some target genes on a brain region-dependent and on a brain-independent manner in other genes.

Table 7 summarizes the transcription factors over-represented (NES > 3.5, > 15% of all the differentially expressed genes analyzed) together with the number of target genes, number of motifs used to assign the transcription factors to the genes, and the magnitude of the interaction and line effects on the transcription factor. Fig 3 depicts the relationships between the 3 transcription factors (triangles), target genes (ovals) and the targets of multiple transcription factors.

**Fig 3:**
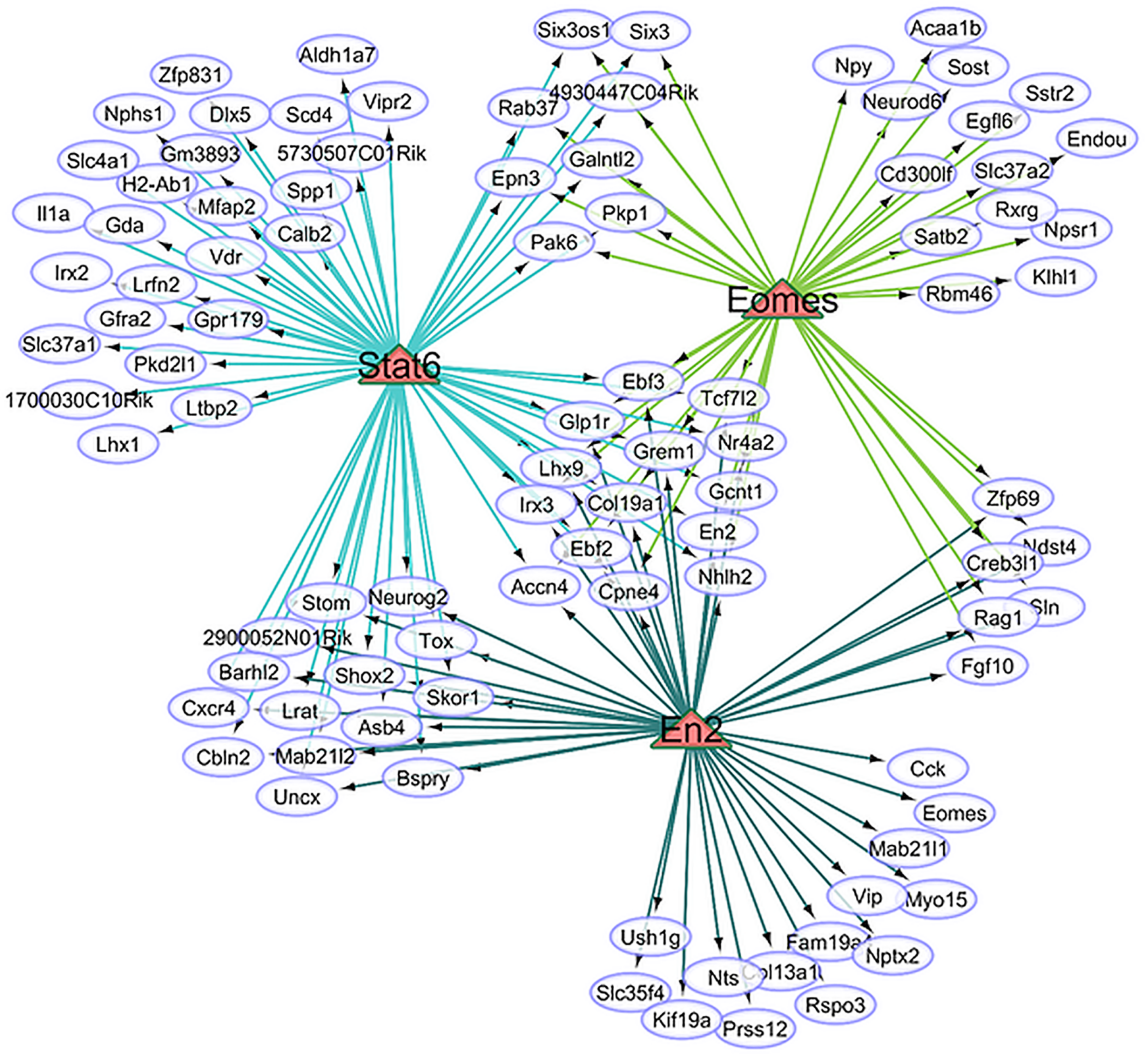
Transcription factors enriched among the genes exhibiting line-by-region interaction or activity line main effect. Triangles: transcription factors; ovals: target genes.

**Table 7:** Transcription factors over-represented (normalized enrichment score > 3.5, targeting > 15% of all the differentially expressed genes considered) among genes exhibiting interaction and line effect and identified by at least 2 motifs.

Transcription factor	NES^1^	Target Count^2^	%^3^	Motif/Track Count^4^	Interaction Effect		Line Effect		
					P-value	FDR P-value	Log2(Co/Se)	P-value	FDR P -value
Stat6	3.80	61	22.1	4	3.5E-01	8.5E-01	0.21	3.2E-02	1.7E-01
En2	3.49	48	17.4	12	1.3E-05	8.4E-03	-0.62	7.7E-04	1.6E-02
Eomes	3.49	42	15.2	2	1.3E-01	6.9E-01	-1.10	1.6E-03	2.5E-02

^1^NES: normalized enrichment score or maximal enrichment score for a transcription factor

^2^ Number of target genes

^3^ Percentage of potential target genes out of all genes analyzed

^4^ Number of motifs per transcription factor

The 3 transcription factors most enriched were: En2, signal transducer and activator of transcription 6 (Stat6), and eomesodermin (Eomes), and these transcription factors have been associated with behavior, locomotor, and dopamine processes. En2 exhibited a significant interaction effect characterized by under-expression in the St of Hi relative to Co mice (Table 1). This trend is consistent with reports that En2-deficient mice perform under-par in motor, spatial learning and memory tasks [51]. Eomes is highly expressed in the cerebellum compared to the frontal cortex and is associated with neurodevelopment [97]. 

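Stat6 (chromosome 10, 127642955 to 127660987, overlapping Nab2) had a normalized count of 335 ± 40.9 (SD, n = 4) in CeCo and 272 ± 36.1 (n = 4) in CeHi, and of 513 ± 84.3 (n = 4) in StCo and 470 ± 20.7 (n = 3) in StHi. The mean log2 fold change between lines of 0.20 (standard error 0.09, adjusted P-value 0.18) did not pass.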

Stat6 was under-expressed in Hi relative to Co mice and this pattern is consistent with reports that Stat6-deficient mice exhibited lower immobility time in the forced swimming test relative to wild type mice [98].

Fig 3 depicts the association between En2 and Eomes through a reciprocal regulation of each other and this mode of action is in agreement with the consistent over-expression of both genes in Hi relative to Co mice (Table 5). 

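Eomes had a normalized count of 1783 ± 235 (SD, n = 4) in CeCo and 2779 ± 134 (n = 4) in CeHi, and of 27.6 ± 21.1 (n = 4) in StCo and 81.5 ± 66.0 (n = 3) in StHi. Its log2 fold change between lines was -1.04 (standard error 0.41, adjusted P-value 0.15). That of En2 over both regions was -0.55 (standard error 0.18, adjusted P-value 0.080), so that neither passed an adjusted P-value of 0.05. With sample quality weights both did (0.0404 for Eomes and 0.0092 for En2).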

En2 and Eomes have been associated with multiple neuropeptide genes that exhibited line-by-region effects including vasoactive intestinal polypeptide (Vip), neurotensin (Nts), cholecystokinin (Cck), neuropeptide Y (Npy), and the receptor Npsr. This finding indicates that members of the neuropeptidome system have distinct profiles between activity lines. Moreover, the association between neuropeptides and activity line are distinct between the Ce and the St.

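The interaction log2 value was -1.98 for Vip (standard error 1.38, adjusted P-value 0.75), -1.16 for Nts (0.47, adjusted P-value 0.42) and -1.26 for Cck (0.32, adjusted P-value 0.12), and none of the 3 genes passed. Vip had 3.18 ± 2.94 normalized counts (SD, n = 4) in CeCo and 26.3 ± 47.7 (n = 4) in CeHi, where replicate 3 carried the mean. Cck had 755 ± 54.2 in CeCo and 1276 ± 171 in CeHi, and 4780 ± 686 in StCo and 3576 ± 1616 in StHi.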

## Conclusions

The innovative comparison of the transcriptome between two mouse lines that exhibit different levels of voluntary wheel-running behavior simultaneously in the Cerebellum and Striatum offered novel insights into brain-region specific and common differential gene expression and networks that can be associated with reward-dependent behaviors. The analysis of locomotor measurements between days 1 and 6 prior to dissection indicated that the mice from the selected line run substantially further and faster than the mice from the control line. The ratio between selected and control mice on average number of revolutions per minute of activity per day remained fairly uniform between days 1 and 6 prior to dissection. This result does not offer evidence of differential sensitization to running wheel access for the mice and period studied although sensitization during longer trials should be assessed. The majority of these genes were differentially expressed between activity lines in either one or the other brain region, with approximately even distribution between Ce and St.

The differentially expressed genes detected in this study have been previously associated with reward-dependent behaviors, locomotor control, and neurological or behavioral disorders. Moreover, the differential expression patterns discussed were consistent with patterns observed in relevant studies of addiction, locomotor behaviors, and/or neurological disorders. Insufficient resources prevented further validation of the profiles using different quantitative technologies. On the other hand, the detection of differential expression of multiple genes that are accepted molecular markers of the corresponding brain regions from other studies supports the capacity of the experimental design to detect molecular differences.

Applying the environmental conditions of the high voluntary running and control lines, all mice had access to running wheels prior to sampling. This practice minimized the likelihood that highly motivated mice would experience stress akin to withdrawal from reward if blocked from wheel access. On the other hand, the used practice hinders the possibility to distinguish the effect of a genetic basis of motivation for wheel running from the effect of running per se on the transcriptome. Further studies comparing female and male mice enabled or blocked from physical activity can offer insights into potential multi-factorial interactions impacting gene expression profiles.

A breakthrough result was the identification of 3 KEGG pathways that were enriched among the genes differentially expressed between activity lines in both brain regions studied. Among these, the pattern of expression between lines of genes in the enriched Parkinson’s pathway was high and positively correlated between regions whereas the patterns in the enriched oxidative phosphorylation and ribosome pathways were less consistent between brain regions. This result highlights how the same selection for high voluntary activity can impact some molecular mechanisms in a consistent manner across brain regions while other processes are impacted in distinct manner across regions. The simultaneous study of St and Ce enabled us to confirm the predominant brain-region dependent association of transcription factors with activity line through their target genes. Our study of transcriptional regulation advanced the understanding of the inherent role of transcription factors in modulating voluntary exercise and possibly reward-dependent behaviors in general.

A compelling finding was the prevailing differential expression of genes in the neuropeptide system between lines across the brain regions studied. Moreover, the enriched transcription factors detected in this study are associated with neuropeptide and related genes. The predominant brain-region dependent differential gene expression associated with lines that exhibit distinct voluntary activity behavior supports the necessity to develop biomarkers and therapies for reward-dependent behaviors in consideration of brain-region dependencies.

## Supporting information

S1 File Extended lists of differentially expressed genes and enriched functional categories. 

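Table A lists, for each gene, the log2 ratio of the lines in the Ce and in the St with their P-values, and the P-value and FDR-adjusted P-value of the interaction. Of its 334 genes, 318 had an unadjusted interaction P-value under 0.005 here and 333 had one under 0.05. Of the 86 genes with an FDR-adjusted P-value under 0.05 in the table, 73 passed the same level here. The table was computed by the authors from the same samples, so this overlap does not measure stability.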

Table A. Extended list of genes exhibiting activity line by brain region interaction effect.
Table B. Extended list of clusters of Gene Ontology molecular functions, biological processes, and KEGG pathways enriched among genes exhibiting activity line-by-brain region using DAVID.
Table C. Extended list of enriched Gene Ontology (GO) terms among genes differentially expressed between activity lines selected and Control mice in the cerebellum using GSEA.
Table D. Extended list of enriched Gene Ontology (GO) terms among genes differentially expressed between activity lines selected and Control mice in the striatum using GSEA.

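Table E gives the log2 ratio of Co to the selected line over both regions for 144 genes. All 144 were among the genes tested here, and 123 had a line effect at FDR under 0.05.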

Table E. Extended list of genes exhibiting activity line main effect.
Table F. Extended list of enriched Gene Ontology (GO) terms among genes exhibiting activity line main effect using GSEA.
Table G. Extended list of genes exhibiting brain region main effect.
Figure A. Venn diagram of number of genes that exhibited line effect within each brain region and activity line-by-interaction effect.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

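RNA-seq values of the cerebellum (Ce) and striatum (St) of mice from a line selected for high voluntary wheel running (Hi) and a control line (Co) were analysed, in 4 CeCo, 4 CeHi, 4 StCo and 3 StHi samples. Samples were assigned to groups from their deposited labels alone. The StHi sample that the authors removed after a principal component analysis was not used here, and the locomotor measurements were not analysed here.

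The authors aligned paired-end reads of 100 bases to GRCm38 with Tophat2 and normalized gene counts for library size with Cuffnorm. The deposited values are a gene expression signal in which the authors divided the fragment count of each gene by a factor per sample, and not by gene length, although the table is named for fragments per kilobase. This was checked on the values: between 99.2% and 99.4% of the low values of each sample were whole multiples of a common step. Totals were 38499264 to 43669012 normalized counts per sample. Divided by the step, they correspond to 32909389 to 47485530 fragments per sample, and 1 fragment to 0.841 to 1.30 normalized counts. A gene at 3 fragments or fewer in every sample of a group is treated as at the detection floor, and folds against such a group are lower bounds. The floor covers counting error only. The 10 highest genes held between 2.85% and 3.57% of the total of a sample.

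Of 26628 genes, 15213 had a CPM (normalized counts scaled to 1000000 per sample) of at least 1 in 3 or more samples, which is the filter the paper describes, and these were tested. The filter set before the values were seen was a value of at least 0.1 in 3 samples, for values per kilobase, and it was kept as an alternative. Values were scaled with trimmed mean of M-values factors (edgeR 4.0.16, factors between 0.993 and 1.01) and transformed as log2 of the value plus 1. The pseudocount set before the values were seen was 0.1, for values per kilobase. A pseudocount of 1 was used because the values turned out to be counts in which 1 unit is about 1 fragment, and 0.1 was kept as an alternative. A linear model of the 4 group means was fitted with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation in its trended and robust form and Benjamini-Hochberg adjustment over the genes tested. The contrasts were CeCo minus CeHi, StCo minus StHi, their difference (the interaction), their mean (the line effect) and Ce minus St (the region effect). Because the deposited values are scaled and not whole counts, the quasi-likelihood test of edgeR that the paper names, which had been set for the case that the table held counts, was run as an alternative, on the deposited values and on the fragments recovered from them.

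Gene sets were ranked by the limma statistic and tested with fgsea 1.28.0 with 10000 gene permutations, adjusted over 3 sets and 2 regions, and with limma camera as an alternative. Sets were formed from gene symbols: 84 respiratory chain and ATP synthase genes, 85 cytosolic ribosomal proteins, and 124 Parkinson-related genes that include the respiratory chain set. Correlations of line log2 fold changes between regions were computed across genes, which are not independent replicates, and their standard error was obtained by leaving out each sample in turn. Differences of single measures between groups of samples were tested with two-sided exact permutation tests.

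Genes named in the text follow a rule set before the values were seen: the genes the paper names in its text, its Tables 1, 5, 6 and 7 and the delineated nodes of its Figures 1 and 2, the VEGF genes, the 5 genes with the smallest adjusted P-value in each test, and neighbours of a named gene where a result is about the neighbourhood. Some genes that meet this rule are not reported here. Genes were placed on GRCm38 with a reference annotation, in which 24576 of the 26628 gene names were found, 22024 under the same symbol and 2552 under an older symbol. For each named gene, overlapping genes and the percent of its 50-base windows that occur in another gene were recorded.

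The model was tested on simulated data with 15213 genes, of which 200 were given a log2 change of 2 between lines in both regions and another 200 in the Ce alone. All were recovered (100% of the first by the line effect and 100% of the second by the interaction). Of the calls for the interaction 4.76% were false, and of those for the line effect 6.78% were genes of neither kind. The gene set test was tested on simulated data as well. A set of 80 genes shifted by 0.15 on the log2 scale had a normalized enrichment score of 2.91, against 0.765 for a set without a shift. The simulated genes were drawn independently, whereas camera estimated correlations of 0.280 to 0.632 between the genes of the real sets. The simulation therefore does not show how an unshifted set of correlated genes would score.

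Alternatives covered the pseudocount, the filter, the scaling (none, median of ratios as in DESeq2, quantile), the moderation, sample quality weights, the replicate number as a block in the model or within a line, each region fitted alone, and each of the 15 samples left out in turn. The label numbers of the samples were not used as pairs in the model reported, because residuals of same-numbered samples were correlated between CeCo and StCo (0.235) but not between CeHi and StHi (-0.00375). The model reported therefore treats all 15 samples as independent. Enrichment in DAVID, Enrichr and iRegulon, the KEGG and GO lists and the network reconstruction were not repeated, since they rest on resources outside the deposited values.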

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

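Of the tests in this part, those on neighbouring genes along the chromosomes in general and on marker genes of other tissues were planned, and all others were chosen only after the result was seen.

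In groups of 4 samples, the gap of the highest or lowest sample to its nearest neighbour, divided by the range of the group, passed the critical value of the Dixon test in 19 of 204 groups over the 68 genes named, and chance gives about 1 in 20. CeHi held 8 of the 19, and in 6 of these the sample was CeHi replicate 3. The ratios of CeHi replicate 3 were 1 for Npsr1, whose other CeHi samples were at 0, 0.980 for Shox2, 0.982 for Six3, 0.925 for Ndst4, 0.976 for Tfap2d and 0.993 for Vip. The other ratios were 0.929 for Stat6 (CeHi replicate 2), 1 for Plac1l (CeHi replicate 1, the only one above 0), 0.960 for Rab37, 0.858 for Hist1h2al, 0.839 for Car8, 0.948 for Ndst4 and 0.839 for Nphs1 (all CeCo replicate 1), 0.857 for Creb3l1 and 0.852 for Homer3 (CeCo replicate 2), 0.837 for Rab37 (StCo replicate 3), and 0.832 for Car8, 0.895 for Atp2a3 and 0.872 for 1500004A13Rik (StCo replicate 2).

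Tissue from neighbouring structures in some dissections is a candidate explanation for the CeHi replicate 3 values. In that sample 121 striatum genes, the named genes left out, stood at a median of 2.31% of their St level, against 0.831% to 1.09% in the other 7 Ce samples, a gap of 0.828 of the range, which is more than chance gives in 1 in 20 groups of 8. Of 7 lists of marker genes of other tissues, 4 moved together within groups in the Ce and 4 in the St, as tissue from neighbouring structures in some dissections would make them do. In the Ce these lists were choroid plexus, striatum, blood, and meninges and vessel wall. CeHi replicate 3 had the highest marker score of the Ce samples for thalamus (1.11), striatum (1.03), blood (0.91) and midbrain (0.68). The thalamus and midbrain lists share Lhx9 and Slc17a6. It was not the highest for choroid plexus (-0.92), meninges and vessel wall (-0.09) or cortex (0.04). The thalamus, midbrain and cortex lists did not move together within groups. The choroid plexus and meninges lists therefore do not bear on CeHi replicate 3. The line differences of Shox2, Six3, Tfap2d, Vip and Ndst4 in the Ce rest on this sample, and they cannot be told apart from a difference in dissection. No biological explanation for a single sample was tested. The remaining isolated samples were not tested further.

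The line log2 fold change differed between Ce and St, by the interaction test of limma at an adjusted p under 0.05, for 18 named genes, with a limit for Ms4a3 given below. The differences were 5.00 for Krt25, 5.56 for Npsr1, 2.93 for Vdr, 2.45 for Necab1, 1.39 for Fam124a, 1.34 for Rab37, 1.26 for Tifa, 1.61 for Col5a2, 0.80 for Cbln1, 1.43 for Nphs1 and 0.34 for H13. They were -2.35 for Myo18b, -1.20 for Creb3l1, -3.07 for Cd300lf, -1.35 for Npy, -1.10 for Pxdn and -0.56 for Zfp605. The value for Ms4a3 was 3.16, but its Hi samples are at the detection floor in both regions, so that it restates the higher mean of CeCo (243) against StCo (51.8) and does not show that the line fold differs. Adjusted p ranged from 3.2e-05 (Krt25) to 0.037 (Nphs1), and for Krt25 the Co samples lay above the Hi samples in the Ce and under them in the St in 15 of 15 samples. Among 79 interaction genes with a position, 0 pairs were neighbours without overlap, and the median of matched lists was 0 as well, so this count tells little about linked segments. Rab37 and Cd300lf overlap on chromosome 11 and changed in opposite directions in the St, with line log2 values of -1.57 and 4.17.

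Other ways of splitting the samples were compared with the real split. Where the splits part the same-numbered pairs of both regions as the lines do, 5 of 100 gave as many genes with an interaction at an adjusted p under 0.05, the real split included, 11 of 100 as many at an unadjusted p under 0.005, 22 of 100 as many genes in the set with a difference between regions over 1, and 78 of 100 a Spearman correlation over that set as large in size as 0.303, of either sign (the median over the splits was -0.454). The 4 splits with more interaction genes than the real one, 807, 320, 182 and 82, had 3, 2, 1 and 1 pairs exchanged in the St (with all 4 pairs of the Ce exchanged as well for the split with 182), and an exchange in one region turns a line effect shared by both regions into an interaction. These 4 splits therefore carry the line effect itself and are no comparison free of it, so that the splits do not settle whether the count of 81 exceeds chance. Mislabelled samples were tested with genes that have a line effect in the other region, and 15 of 15 samples fell on the side of their own line.

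The gene sets had interaction scores of -1.76 (respiratory chain), -1.71 (ribosomal proteins) and -1.69 (Parkinson-related), each with an adjusted p of 0.002. The effects behind them were small, with median differences between regions of -0.04, -0.03 and -0.04 on the log2 scale and 83.3%, 80.0% and 77.4% of the genes negative. Other splits were run for the line scores within each region and not for the interaction scores. Line scores of the real size were common in them. In the Ce, 3 of 8 splits for the respiratory chain, 4 of 8 for the ribosomal proteins and 3 of 8 for the Parkinson-related set gave a score as large in size as the real one, itself included, and in the St 4, 6 and 4 of 8 did, although 8 splits can never give a share under 0.05. Transcript length and GC content were weighed as well, because the median transcript lengths of 1025.5, 1059 and 1679 bases were shorter than the 3451 bases of all genes. Among lists matched on expression, length and GC content, the share with a median as low was 0.0735 for the ribosomal proteins in the Ce, so that their shift there may follow from transcript length and GC content. It was 0.0001, the smallest it can be, for the respiratory chain and the Parkinson-related set in the Ce (0.0001 each) and for each of the 3 sets in the St (0.0001). This shows only that length and GC content do not account for the whole of these 5 shifts. In the Ce the matched lists already had median statistics of -0.938, -1.20 and -0.736, against -1.65, -1.46 and -1.34 for the respiratory chain, the ribosomal proteins and the Parkinson-related set, so that a large part of the Ce shifts may follow from what the lists were matched on. In the St the matched medians were near 0 (-0.00158, 0.0375 and 0.0329). For the line scores of the 3 sets within a region, a biological difference still cannot be told apart from chance. The splits are too few to settle it. Camera gave an adjusted p of 0.527 in each test, which leaves these line scores within what correlated genes give. This value is the same throughout because the adjustment raised each p to the largest. Unadjusted, the camera p lay from 0.194 to 0.347 in the Ce and from 0.395 to 0.527 in the St. For the respiratory chain in the St, the other alternatives with all samples gave an adjusted p of 0.000205 to 0.00293. Splits and camera were not run for the interaction scores, which are left open.

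Among the genes with the smallest adjusted p for the line effect over both regions, in the Ce or in the St, 6 are not discussed in the paper's text. Each of the 6 is listed in its Table A or Table E in S1 File. H13 and Morn2 were among the smallest in the St alone. Their line log2 values were -2.80 for 5830417I10Rik, -6.26 for 1500004A13Rik, 7.67 for Plac1l (with Hi at the detection floor), 1.41 for Zfp605, -0.73 for H13 and -2.12 for Morn2, with adjusted p between 4.5e-14 and 2.7e-11 over the 15 samples. Within each region 15 of 15 samples showed these directions, without overlap between Co and Hi, which is no separate test because the genes were chosen by adjusted p. Reads shared with other genes remain open above all for the first 2 of them, since 85.7% of the 50-base windows of 5830417I10Rik and 33.5% of those of 1500004A13Rik occur in another gene. These 2 genes overlap, share windows with each other and changed the same way. Shared reads remain open to a lesser degree for Morn2 (14.2% of windows) and H13 (7.96%). The percent was 2.80 for Zfp605 and 0 for Plac1l. Linked chromosome segments that differ between the lines are a candidate explanation, since 6 of the 6 lie within 1 Mb of another line gene. This alone does not single them out, because 68.0% of tested genes do so and 0.0956 of matched lists had as many. Variants of the lines against the reference were not tested, since the values hold no sequence, so a biological change in expression cannot be told apart from them.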

How the results depend on the processing

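Of the tests in this part, those of the added alternatives were chosen only after the result was seen, with the exceptions named here. The alternatives named here without further comment were set before the data were examined, and those marked as added were chosen after seeing the data. The exceptions are that a pseudocount and a filter of 0.1 had been set beforehand for the reported model, for values per kilobase, and edgeR for the case that the values were counts. The limma model with a pseudocount of 1 and a filter of 1 CPM took their place after the unit of the values was seen.

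The counts of genes with a line effect in the Ce (903), over both regions (1290) and with a region effect (12200) stayed within 1.5 times their value under each alternative run, and so did the count of interaction genes at an unadjusted p under 0.005 (352). The share of genes higher in Co moved by less than 10 points under the scalings tried, and the median log2 value over all genes moved by less than 0.1. For the results below the cause was not tested.

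With sample quality weights, 182 genes had an interaction at an adjusted p under 0.05 in place of 81, 79 of them among the 81, the St had 740 line genes in place of 405, 564 genes had a region effect at an adjusted p under 1e-15 in place of 330, and the score of the ribosomal proteins in the St was -1.38 in place of -2.08 (adjusted p 0.0521, against 0.000205 to 0.955 over its alternatives). Plain eBayes left 18 region genes at 1e-15. The replicate number as a block, which pairs same-numbered samples, gave 42 such genes, and in the St alone, with the block pairing same-numbered samples, 228 line genes. Residuals of same-numbered samples of CeCo and CeHi, and of StCo and StHi, were not correlated (-0.0252 and 0.0298), so pairing between the lines is not borne out by the values. Between the regions they were correlated for CeCo and StCo (0.235) but not for CeHi and StHi (-0.00375). Pairing between the regions is thus borne out for Co. For Hi the value cannot decide, since a StHi sample was removed and the remaining numbers may no longer match those of CeHi.

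The filter on low values set the size of the interaction set of 103 genes, which was 403 without a filter, 350 with a value of at least 1 in 3 samples and 379 with at least 0.1 (added). Only 18 genes remain when a line effect over 1 is asked for in both regions. Line genes without an interaction and with a log2 over 1 numbered 251, 249 and 251 (added) under the same filters in place of 118. The Spearman correlation over the interaction set, 0.303, was 0.158 with a pseudocount of 0.01, 0.142 with 0.1 (added), 0.00163 without a filter, 3.2e-05 with at least 1 in 3 samples, -0.0122 with at least 0.1 (added), 0.107 and 0.0860 with edgeR on recovered fragments and on the deposited values (both added), and 0.812 over the genes with an effect in both regions (added). Quantile normalization raised it to 0.403. As a Pearson correlation it was 0.634 (added).

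The gene set scores did not pass with camera, which gave an adjusted p of 0.527 for the respiratory chain, the ribosomal proteins and the Parkinson-related set in both regions, whereas over the other alternatives with all samples the adjusted p lay from 0.000205 to 0.000858 in the Ce and, for the Parkinson-related set in the St, to 0.0482. Between-region correlations fell to 0.536 for the respiratory chain and 0.590 for the Parkinson-related set without the 2 genes farthest from the median, and the latter was 0.611 as a Spearman correlation. Over the leading edge of both regions (added) they were 0.938 and 0.906.

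Over the 15 fits that each left out one sample, interaction genes numbered from 42 to 117, region genes at 1e-15 from 118 to 323, and the Spearman correlation lay from 0.160 to 0.338. In the St the score of the respiratory chain ran from -2.31 to -1.38, of the ribosomal proteins from -2.47 to -0.722 and of the Parkinson-related set from -1.88 to -1.18. The weakest of each came without StHi replicate 0 (adjusted p 0.0670, 0.955 and 0.192), and the St scores therefore rest on that sample.

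The named genes gave 109 log2 values. Under the other alternatives 1494 of 1526 recomputed values kept their direction and their side of the threshold, 6 became weaker, 22 stronger and 4 reversed. With a sample left out 1591 of 1635 did, 9 became weaker, 20 stronger and 15 reversed. The reversed values were within 0.1 of 0 with all samples, except Six3 and Vip in the Ce, which CeHi replicate 3 carried, and Tfap2d in the St (0.41), which reversed with the block alone. In the St, Rxrg was -0.0106 and Tfap2d was -0.0752 with the replicate number as a block pairing the samples, Tec was -0.0100 with edgeR on recovered fragments (added) and Nts was -0.0357 with sample quality weights. With a sample left out, log2 values ran from -0.0935 to 0.0451 for Fam124a, -0.0460 to 0.214 for Rxrg, -0.0788 to 0.235 for Tec, -0.0374 to 0.101 for Pik3ap1 and -0.0618 to 0.126 for Nts in the St, and from -1.97 to 0.0224 for Six3, -0.0188 to 0.0835 for Skor1 and -1.63 to 0.0406 for Vip in the Ce.

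Depth limits the results for genes at the detection floor. Dlx5 in the Ce and Gcgr in the St had at most 3 fragments in every sample, so no fold is given for them, although the line difference of Dlx5 passed (adjusted p 0.0010, from 2.6e-08 to 0.0658 over its alternatives), and that of Gcgr did not (0.46). With a pseudocount of 0.01 the log2 values of Ms4a2, Ms4a3, Gif, Hist1h2al, Cyp11a1, Shox2 and Krt12 between lines, of Npsr1, Dlx5 and Tfap2d in the Ce and of Gcgr and Lhx1 in the St moved by more than 1. The Npsr1 interaction was then 10.60 and did not pass (adjusted p 0.0573, against 3.3e-08 to 0.0167 over its other alternatives).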

Differences from the paper's values

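The leading-edge correlations named in this part were chosen only after the result was seen. The edgeR fits, the pseudocount of 0.1 and the filter of 0.1 were added as alternatives after seeing the values, although a pseudocount and a filter of 0.1 had been set for the reported model before the data were examined, for values per kilobase, and edgeR for the case that the values were counts. The limma model with a pseudocount of 1 and a filter of 1 CPM took their place after the unit of the values was seen.

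For 13 genes of Table 1, the paper's line log2 fold changes have the sign opposite to the values here in both regions. The paper's values and the values here were, in CeCo-CeHi, -1.98 and 2.01 for Krt25, -1.35 and 1.35 for Fam124a, -6.47 and 6.11 for Npsr1, 1.40 and -1.34 for Myo18b, -3.37 and 3.30 for Vdr, 0.23 and -0.23 for Rab37, -2.69 and 2.76 for Necab1, -1.58 and 1.56 for Tifa, 1.40 and -1.39 for Creb3l1, -0.26 and 0.27 for Col5a2, -0.31 and 0.31 for En2, -1.12 and 1.10 for Cd300lf, and 1.28 and -1.25 for Npy. In StCo-StHi they were 3.02 and -2.99 for Krt25, 0.03 and -0.0390 for Fam124a, -0.56 and 0.55 for Npsr1, -1.02 and 1.01 for Myo18b, -0.39 and 0.37 for Vdr, 1.61 and -1.57 for Rab37, -0.32 and 0.31 for Necab1, -0.30 and 0.30 for Tifa, 0.20 and -0.19 for Creb3l1, 1.31 and -1.34 for Col5a2, 1.54 and -1.41 for En2, -4.23 and 4.17 for Cd300lf, and -0.11 and 0.10 for Npy. None of the alternatives set before the data were examined closed these gaps, except that Fam124a in the St reached the paper's value without StCo replicate 2 and without StHi replicate 2. The edgeR fits did not change the signs either. On the deposited values, however, edgeR gave the paper's size at its rounding for each of the 13 genes in both regions. For Krt25 it gave 1.98 in the Ce and -3.02 in the St, and for Cd300lf 1.12 and 4.23. With that fit the gaps were in the sign and not in the size.

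In Table 5, the paper's line log2 is 8.20 for Ms4a2 against 6.92 here, 8.16 for Ms4a3 against 6.34, 4.30 for Lipo2 against 3.80, 8.25 for Gif against 5.20, -4.44 for Krt12 against -2.97 and -5.34 for Shox2 against -3.44. One line is at the detection floor for each of these genes. This is Hi in both regions for Ms4a2, Ms4a3 and Gif and in the Ce for Lipo2. It is Co in both regions for Shox2 and in the Ce for Krt12. The fitted log2 values here therefore depend on the pseudocount and are not bounds. The gaps to the paper's values cannot be read as a disagreement. Of the alternatives set before the data were examined, a pseudocount of 0.01 brought Lipo2 and Shox2 within the paper's value. Shox2 was also within the paper's value with the replicate number as a block and without CeCo replicates 0 and 2, CeHi replicates 0, 1 and 2, StCo replicate 0 and StHi replicate 2, and no other of these alternatives did so for the 6 genes. With edgeR on the deposited values, added after seeing the values, the log2 values were 8.20, 8.16, 4.30, 8.25, -4.44 and -5.34, and on recovered fragments 8.23, 8.16, 4.27, 8.28, -4.43 and -5.38. A pseudocount of 0.1, the one first set and added as an alternative after seeing the values, gave 4.38 for Lipo2, 8.47 for Gif, -4.54 for Krt12 and -4.80 for Shox2. It gave 9.20 for Ms4a2 and 8.76 for Ms4a3, which lie above the paper's values.

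The paper's Spearman correlation between regions over its interaction set is -0.034, against 0.303 here over 103 genes. Of the alternatives set before the data were examined, those without a filter (0.00163) and with a value of at least 1 in 3 samples (3.2e-05) came within the standard error of 0.142 of the paper's value but were positive. Of those added after seeing the values, both edgeR fits were within it but positive (0.107 and 0.0860), and the filter of 0.1, which is the one first set, was within it and negative (-0.0122). The paper computed its pathway correlations over the genes enriching each pathway and does not name their kind. Those here are Pearson correlations over all genes of sets formed by symbol, so the gaps cannot be read as a disagreement. For oxidative phosphorylation the paper's correlation is 0.39 against 0.767 here for the respiratory chain set. No alternative closed this gap, the nearest being 0.536 without the 2 genes farthest from the median. For the Parkinson's pathway it is 0.89 against 0.772 here, and sample quality weights, leaving out CeCo replicate 2 and leaving out StHi replicate 0 closed this gap. So did the leading edge of both regions, chosen after seeing the values (0.906).

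The paper states that Npsr1, Vdr and Necab1 are higher in the Hi line in both regions, where the log2 values here (Co minus Hi) are positive in both. It states that Npy is lower in Hi in the Ce, where the value is -1.25 here, higher in Hi. It places Cd300lf higher and Spp1 lower in Hi in both regions, against 1.10 and -1.16 in the Ce and 4.17 and -2.12 in the St here. It gives Krt25 as higher in Hi in the Ce and lower in the St, and Myo18b the reverse, whereas both are opposite here. It lists Tfap2d, Six3 and Dlx5 in the Ce and Epn3, Lhx1 and Skor1 in the St as lower in Hi, where the means here are higher in Hi, with log2 values of -1.24, -2.19 and -1.11 for the last 3. For En2 the paper states in its results on regions that it is lower in Hi in the Ce and higher in the St, which is the direction here, and in its part on transcription factors that it is lower in Hi in the St, which is the opposite of the value here (-1.41). The paper places oxidative phosphorylation and the ribosome among genes higher in Co, whereas the scores here are negative, which is higher in Hi (-2.57 and -2.45 in the Ce). It speaks of a high expression of VEGF in the Hi mice with regard to the St, where Vegfa had a log2 value of -0.15 here, higher in Hi, and did not pass (adjusted p 0.54).

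The paper names Six3, Ndst4 and Tfap2d among the network genes that differ between lines, without giving the region at that place. Their adjusted p in the Ce was 0.52, 0.39 and 0.39 here, with log2 values of -1.37, -0.78 and -1.67, and in the St 0.99, 0.83 and 0.93, with -0.11, 0.38 and 0.41, and no setting run brought them under 0.1. It lists an interaction for En2, which had an adjusted p of 0.056 here. Quantile normalization, sample quality weights and leaving out StHi replicate 0 called it at an adjusted p under 0.05, and so did both edgeR fits, added after seeing the values. Cd300lf in the Ce (adjusted p 0.071) was called without StHi replicate 1 and by both edgeR fits, added after seeing the values. The paper names Lhx1 and Skor1 in the St, with adjusted p of 0.079 and 0.060 here. Quantile normalization, leaving out StCo replicate 3 and edgeR on recovered fragments (added after seeing the values) called both, leaving out StCo replicate 2 and edgeR on the deposited values called Lhx1, and sample quality weights and leaving out StCo replicate 0 called Skor1. It also names Nr4a2, Vip, Nts and Cck among genes with an interaction, with adjusted p of 0.068, 0.75, 0.42 and 0.12 here. Nr4a2 was called without StCo replicate 2 and without StHi replicate 2, Nts without CeHi replicate 2, Cck with sample quality weights and without StHi replicate 0, and Vip under no setting run. Of the line differences it states for Stat6, Eomes and En2 (adjusted p 0.18, 0.15 and 0.080 here), Stat6 was called under no setting, Eomes with sample quality weights, without StHi replicate 0 and with edgeR on recovered fragments, and En2 with quantile normalization, sample quality weights, without StHi replicate 0 and with both edgeR fits, the edgeR fits having been added after seeing the values.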

Other observations

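Of the tests in this part, the one on neighbouring genes along the chromosomes was planned, and all others were chosen only after the result was seen.

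The line separates the samples beyond what other splits give. Of the 8 splits of the Ce samples that part each same-numbered pair, 1 of 8, the real one, gave 903 genes with a line effect and the others gave 0, against 2990 at an unadjusted p under 0.05 in the real one. In the St, 1 of 8 gave 405 and the next gave 12. Since 8 splits can never give a share under 0.05, all splits of each region into groups of the same sizes were counted as well, and 1 of 35 was as large in the Ce (next 37) and 1 of 35 in the St (next 78). Over both regions, 1 of 100 splits gave as many line genes (1290, next 807), 1 of 100 as many without an interaction and with a log2 over 1 (118, next 87), and 2, 3 and 1 of 100 as large a correlation between regions for the respiratory chain, the ribosomal proteins and the Parkinson-related set. For the region effect, 1 of 100 splits gave as many genes at an adjusted p under 0.05 and 1 of 100 at 1e-15, which was the real one each time.

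Technical explanations for the line effect found in both regions (207 genes, 204 with the same sign) were weighed. Placed by genes with a line effect in the other region, 15 of 15 samples fell on the side of their own line, so a mislabelled sample is not a candidate explanation. The depth of Co samples exceeded that of Hi samples by an average of 3.27 in units of 1000000 fragments (two-sided exact permutation p 0.168 over 6435 splits). The share of the 10 highest genes differed by -0.0918 points (exact permutation p 0.461). These splits took no account of region, so they cannot exclude a difference within a region. The share was 2.85% to 2.89% in CeCo and 2.88% to 3.10% in CeHi. In the St it was 3.10% to 3.44% in Co and 3.32% to 3.57% in Hi.

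Linked chromosome segments that differ between the lines are a candidate explanation for part of the line effect. Among 1244 line genes with a position, 202 pairs were neighbours without overlap, against a median of 94 and a highest of 126 in 10000 lists matched on mean expression (p 0.0001, the smallest they can give), and 126 pairs (62.4%) changed in the same direction where 101 were expected. Genes of the same number chosen for the region effect gave 122 pairs against 94 (p 0.001), so neighbouring genes also cluster without any difference between lines, although less. Of those 122 pairs 86 (70.5%) changed in the same direction where 64 were expected, a larger share than among all line genes. The share was higher still for the genes with a line effect in both regions (13 of 15 pairs, 86.7%) and for those without an interaction and with a log2 over 1 (9 of 11, 81.8%), so that the direction alone does not settle the matter. The line genes with an effect in both regions gave 15 pairs against 2, those without an interaction and with a log2 over 1 gave 11 against 1, and the interaction genes 0 against 0. The densest windows lay on chromosome 4 from 140701473 to 141723419 (12 of 24 tested genes), on chromosome 5 from 104435111 to 105490079 (8 of 11, among them Spp1 and Zfp33b, 129.5 kilobases apart) and on chromosome 17 from 79706940 to 80728806 (8 of 13, among them Morn2). The lines were bred apart, and a biological effect of selection cannot be told apart here from segments that came to differ by drift, since each line is a single line.

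Shox2, En2, Eomes, Lhx1, Epn3 and Skor1 were higher in Hi than in Co in the St, and most of them are far higher in the Ce. Cerebellar tissue in the St samples is not borne out, since 35 cerebellum genes other than these stood at a percent of their Ce level that differed by -0.138 between Co and Hi (two-sided exact permutation p 0.429). Thalamic tissue in the St samples is a candidate explanation that was not excluded, because 8 thalamus markers other than Shox2 were higher in Hi by 0.76 on the log2 scale (difference of Co minus Hi -0.763, exact permutation p 0.0286, the smallest that 35 splits allow). Adjusted over the marker lists this p is 0.267, an adjustment that a single list could not pass with so few splits. With a sample left out the difference ran from -0.859 to -0.604. The thalamus list did not move together within groups in the St (p 0.442), unlike choroid plexus, cortex, blood and meninges. This cannot count against thalamic tissue, since like amounts of it in every StHi sample would leave no movement within groups. Lists for choroid plexus and midbrain were also higher in StHi (differences of -1.40 and -0.66, p 0.0571 for both, adjusted 0.267), so that the thalamus is not singled out. The midbrain list shares Lhx9 and Slc17a6 with the thalamus list, so its rise is not separate from that of the thalamus list. With a sample left out these differences ran from -1.99 to -0.60 and from -0.79 to -0.48. That of the choroid plexus was weakest without StHi replicate 2. A biological change in the St cannot be told apart from thalamic tissue with these values.

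The signs of the line log2 in Table 1 extend to Table A in S1 File. Of its 334 genes, 334 had the opposite sign here in the Ce and 332 in the St, and the sizes differed by a median of 0.00295 in the Ce. In Table E, which gives Co over the selected line, 144 of 144 genes had the same sign as here, and in Table G 1996 of 1996. Exchanged line labels in the deposited table are therefore not a candidate explanation, because Table E would be reversed as well. That Table 1 and Table A are written as Hi minus Co, the order of the methods section, is another candidate explanation. Of the genes in both Tables A and E 11 of 11 have opposite signs there, but this follows from the counts above and is no separate test. Other values argue for such an order. The paper's Table 7 gives -0.62 for En2 as Co over the selected line. Its Table 1 has -0.31 (Ce) and 1.54 (St) for En2, whose mean is positive. With edgeR on the deposited values, added after seeing them, 13 genes of Table 1 had the paper's sizes with opposite signs in both regions. Equal sizes with reversed signs argue against a difference in the measured values. Under this order the directions stated for these genes would be reversed. Table 1 names Co first, so the order itself remains a hypothesis.

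Krt25 and Krt12 lie 92.7 kilobases apart on chromosome 11. The correlation of same-numbered samples of a line, estimated by limma, was 0.0216 over all genes. Residuals of such pairs were correlated between CeCo and StCo (0.235) but not between CeHi and StHi (-0.00375), and whether a pair is from one mouse is not stated.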
